# Increased dosage of DYRK1A leads to congenital heart defects in a mouse model of Down syndrome

**DOI:** 10.1126/scitranslmed.add6883

**Published:** 2024-01-24

**Authors:** Eva Lana-Elola, Rifdat Aoidi, Miriam Llorian, Dorota Gibbins, Callan Buechsenschuetz, Claudio Bussi, Helen Flynn, Tegan Gilmore, Sheona Watson-Scales, Marie Haugsten Hansen, Darryl Hayward, Ok-Ryul Song, Véronique Brault, Yann Herault, Emmanuel Deau, Laurent Meijer, Ambrosius P. Snijders, Maximiliano G. Gutierrez, Elizabeth M. C. Fisher, Victor L. J. Tybulewicz

## Abstract

Down syndrome (DS) is caused by trisomy of human chromosome 21 (Hsa21). DS is a gene dosage disorder that results in multiple phenotypes including congenital heart defects. This clinically important pathology is the result of a third copy of one or more of the approximately 230 genes on human chromosome 21, but the identity of the causative dosage-sensitive genes and hence mechanisms underlying this cardiac pathology remain unclear. Here, we show that hearts from human fetuses with DS and embryonic hearts from the Dp1Tyb mouse model of DS show reduced expression of mitochondrial respiration genes and cell proliferation genes. Using systematic genetic mapping, we determined that three copies of the *dual-specificity tyrosine phosphorylation-regulated kinase 1A* (*Dyrk1a*) gene, encoding a serine/threonine protein kinase, are associated with congenital heart disease pathology. In embryos from the Dp1Tyb DS mouse model, reducing *Dyrk1a* copy number from three to two, reversed defects in cellular proliferation and mitochondrial respiration in cardiomyocytes and rescued heart septation defects. Increased dosage of DYRK1A results in impairment of mitochondrial function and congenital heart disease pathology in mice with DS, suggesting that DYRK1A may be a useful therapeutic target for treating this common human condition.

## Introduction

Down syndrome (DS), trisomy of human chromosome 21 (Hsa21), is a common human condition resulting in many different phenotypes, including learning and memory deficits, craniofacial alterations, early-onset Alzheimer's disease and congenital heart defects (CHD) (1). DS is a gene dosage disorder with an extra copy of one or more of the genes on Hsa21 resulting in the different phenotypes. However, the identities of these causative dosage-sensitive genes remain unclear (1, 2). Discovery of such causative genes would facilitate study of the pathological mechanisms, paving the way for therapies, which are lacking for most DS clinical conditions.

With an estimated prevalence of around 1 in 800 births, DS is the most common genetic cause of CHD, with around 50% of babies with DS presenting with cardiac defects at birth (3, 4). Typically, these are ventricular and atrioventricular septal defects (VSDs and AVSDs) and malformations of the outflow tract (3–5). The most severe defects, such as AVSDs, often require surgical intervention in the first years after birth, resulting in substantial morbidity and mortality (6). Several proteins encoded by Hsa21 genes have been proposed as candidates for CHD. These include DSCAM and JAM2 adhesion molecules, COL6A1, COL6A2 and COL18A1 collagens, ADAMTS1 and ADAMTS5 metallopeptidases, the DYRK1A kinase, RCAN1, an inhibitor of calcineurin phosphatase, and SYNJ1, a regulator of endosomes (7). However, there has been no direct genetic demonstration of causality for any of these genes in studies that modulate gene dosage from 3 to 2 (2). Hence pathological mechanisms underlying this clinically important condition are poorly understood.

Hsa21 is orthologous to three regions of the mouse genome on mouse chromosome 10 (Mmu10), Mmu16 and Mmu17, with the largest of these being on Mmu16 (2). In previous work we generated the Dp1Tyb mouse model of DS that has an extra copy of the entire 23 Mb Hsa21-orthologous region of Mmu16 containing 145 coding genes in a tandem duplication, thereby genetically recapitulating trisomy of around 62% of Hsa21 genes (8). Dp1Tyb mice have a broad range of DS-like phenotypes (8, 9). Importantly, these mice have CHD similar to those seen in humans with DS, with ~50% of embryonic day 14.5 (E14.5) Dp1Tyb embryos showing VSDs, AVSDs and outflow tract defects (8). Furthermore, making use of a series of mouse strains with an extra copy of shorter segments of the Hsa21-orthologous region of Mmu16, we were able to show that an extra copy of just 39 coding genes in Dp3Tyb mice is sufficient to cause CHD, and that this region must contain at least two causative genes (8).

Here we use transcriptomics of human DS fetal hearts and mouse embryonic hearts from the DS mouse models to show that reduced expression of mitochondrial respiration genes and cell proliferation genes correlates with CHD pathology. Using systematic genetic mapping we demonstrate that one of the causative genes for CHD in DS is *Dyrk1a*. We show that increased dosage of *Dyrk1a* results in impaired cell proliferation and mitochondrial respiration of cardiomyocytes and is necessary to cause CHD in DS.

## Results

### Embryonic hearts from human DS fetuses and mouse models of DS show transcriptomic similarities

To discover biochemical pathways that are altered in DS and contribute to the pathology of the cardiac defects, we used RNA sequencing (RNAseq) to analyze the transcriptome of human DS fetal hearts and age- and sex-matched euploid controls (table S1). Differential gene expression analysis showed that human DS hearts had upregulated expression of many Hsa21 genes (Fig. 1A, table S2). In addition, expression of a further 99 genes was significantly altered (*P*<0.05) and hierarchical clustering demonstrated that the transcriptomes of DS and euploid human fetal hearts were distinct (Fig. 1A, B).

To investigate further, we made use of the Dp1Tyb mouse model of DS, which has CHD similar to those seen in humans with DS (8). 

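Dp1Tyb mice carry a duplication of the stretch of mouse chromosome 16 from Lipi to Zbtb21, which lies between positions 75337402 and 97763836 of GRCm39. The bulk RNAseq data comprised mRNA libraries of 20 whole embryonic hearts at E13.5, of which 10 were WT, 5 were Dp1Tyb and 5 were Dp1TybDyrk1a+/+/-. The paper compares each mutant group with 5 WT littermates. The sample labels do not state which WT heart belongs to which litter, so all 10 WT hearts were used in every comparison here. The authors deposited log2-transformed normalized counts for 48795 genes listed by Ensembl identifier, of which 19473 were at 0 in every heart. Read totals were not analysed here, so the depth of each library is unknown. The values were normalized over all 20 libraries together. Across the 1998 genes compared with Table S3, the mean log2 value of a gene differed from the log2 of the paper's mean normalized count by a median of -0.0045. The median SD between hearts was 0.0148 for genes with a mean normalized count of 1 to 10, 0.0475 for 10 to 100 and 0.0679 for 100 to 1000, so that the values of weakly expressed genes are drawn together and their fold changes are understated. The 15304 genes with a mean normalized count of at least 10 over the 20 hearts were tested with limma (eBayes with trend, 1 mean per genotype, all 20 hearts in the same fit), with a Benjamini-Hochberg adjusted P-value under 0.05 as the threshold. The library names give the sequencing lane. The Dp1Tyb hearts were spread over lanes 3, 6 and 7 with 2, 2 and 1 hearts, and the WT hearts with 4, 4 and 2 hearts. On 15304 simulated genes with the residual spread of these data, 200 genes with a mean normalized count of at least 100 were shifted by 0.3 on the log2 scale. The fit called 180 of these and 7 others, not counting a gene set that was shifted by -0.06. No gene under that count was among the 200, so the share called does not cover weakly expressed genes.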

Focusing on embryonic day 13.5 (E13.5), which is the day before heart septation is completed, RNAseq analysis of Dp1Tyb and wildtype (WT) control mouse hearts showed that the genes present in three copies in Dp1Tyb mice were increased in expression by about 1.5-fold, as expected (Fig. 1C, fig. S1A, table S3). In addition, a further 243 genes showed altered expression in Dp1Tyb embryonic hearts, and hierarchical clustering showed that Dp1Tyb and WT mouse embryonic hearts were transcriptionally distinct (Fig. 1D). 

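The region from Lipi to Zbtb21 holds 233 genes of the table, and 96 of them passed the filter on low values. Of these 96 genes, 91 had a log2 fold change above 0 in Dp1Tyb compared to WT hearts, and 72 were called, all of them increased (limma, Benjamini-Hochberg adjusted P-value under 0.05). The mean log2 value over the 96 genes was 8.766 ± 0.0029 (SD, n = 5) in Dp1Tyb hearts and 8.516 ± 0.0044 (SD, n = 10) in WT hearts. The difference of 0.250 on the log2 scale, 1.19-fold, was larger than the spread between hearts, and each of the 5 Dp1Tyb hearts lay above all WT hearts (exact permutation test, two-sided, p = 0.000333, the smallest that 3003 regroupings allow). Within lanes 3, 6 and 7 the difference was 0.249, 0.251 and 0.248. The filter on low values moved the difference most: it was 0.31 over genes with a mean normalized count of at least 100 and 0.157 with no filter. On the deposited scale, the median log2 fold change was 0.334 over the 71 genes with a mean normalized count of at least 100, 1.26-fold, and 0.0481 over the 25 genes under it. With each heart left out in turn, the difference of the mean stayed between 0.2487 and 0.2506. The paper names 20 of the 96 genes, and 16 of these were called as increased. Their log2 fold changes ran from 0.036 for Pcp4 to 0.435 for App, and Pcp4, Runx1, Setd4 and Tmprss2 were not past the threshold.

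**Figure D1:**
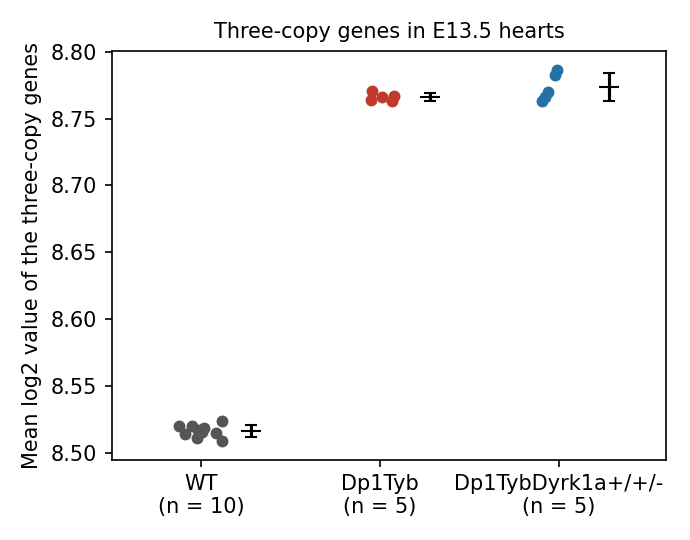
Mean log2 value of the 96 three-copy genes (vertical axis) in each E13.5 heart by genotype, with 1 point per heart and the mean and SD of each group as a black bar. The WT hearts lie between 8.509 and 8.523, the Dp1Tyb hearts between 8.764 and 8.771, and the Dp1TybDyrk1a+/+/- hearts between 8.763 and 8.787.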

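Of the 15304 genes tested, 471 differed between Dp1Tyb and WT hearts, 277 of them increased and 194 decreased (limma, Benjamini-Hochberg adjusted P-value under 0.05). Outside the duplicated region there were 399 such genes, of which 205 were increased and 194 decreased. Weighting the hearts by their quality moved the count most, to 1347 genes outside the region. Leaving out each heart in turn gave between 196 and 410. With lane as a covariate there were 388, of which 359 were also called without it. Of the 314 genes that Table S3 lists past the same threshold, 311 were tested here. All 311 had the same direction, and 266 were called. Among the genes outside the region whose hearts did not overlap between the genotypes, the largest increases were those of Gm7334, Vwf, Rtp4, Mal and Ache, and the largest decreases those of Ky, Ddc, Smim36, Rec8 and Sh3kbp1. Sh3kbp1 fell below the threshold in 7 of the 15 fits with a heart left out and Rtp4 in 1, and the others named stayed past it. The log2 value of Vwf (ENSMUSG00000001930), on chromosome 6 of GRCm39 from 125523737 to 125663642, was 10.65 ± 0.109 (SD, n = 5) in Dp1Tyb and 10.17 ± 0.106 (SD, n = 10) in WT hearts, a log2 fold change of 0.47 (standard error 0.05, limma adjusted P-value 2.5e-06). That of Ky (ENSMUSG00000035606), on chromosome 9 from 102382949 to 102423441, was 6.69 ± 0.039 (SD, n = 5) in Dp1Tyb and 7.05 ± 0.112 (SD, n = 10) in WT hearts, a log2 fold change of -0.37 (standard error 0.047, limma adjusted P-value 3.69e-05). Gm7334 is a processed pseudogene on chromosome 17 whose transcript is identical to part of a transcript of the three-copy gene Btg3, so the reads behind its log2 fold change of 1.03 can come from either gene. Hierarchical clustering on the 500 most variable genes, cut into 2 clusters, placed 14 of the 15 hearts in the same cluster and WT heart A10 alone in the other. With a single heart in a cluster, Fisher's exact test could not have reached the threshold, so this split does not test the genotypes. With A10 left out, 10 of the 14 hearts fell in the cluster that holds most hearts of their genotype (p = 0.266, Fisher's exact test). On the 100 most variable genes, 11 of the 15 hearts fell in the cluster that holds most hearts of their genotype (p = 0.119, Fisher's exact test). On the genes called between the genotypes, which is how the paper's heatmap chose its genes, all 15 hearts did (p = 0.000333, Fisher's exact test). Those genes were chosen for the difference between the genotypes.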

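Gene set enrichment was tested for the 5 Hallmark sets whose members the paper lists, with the genes ranked by the moderated t of the Dp1Tyb versus WT comparison and an unweighted running sum (fgsea, adjusted over the 5 sets by the Benjamini-Hochberg method). The normalized enrichment score (NES) of the 192 E2F targets was -7.39 (adjusted P-value 1.3e-36), and that of the 194 Myc targets V1 genes was -3.83 (adjusted P-value 4.15e-10). The 194 oxidative phosphorylation genes had a NES of -2.23 (adjusted P-value 0.000841). The 138 inflammatory response genes had a NES of 2.3 (adjusted P-value 0.000841). These P-values come from shuffled gene sets and count each gene as independent. Quantile normalization turned the NES of oxidative phosphorylation to 1.78, and leaving out each heart in turn moved it between -2.99 and 1.65. The NES of Myc targets V1 stayed between -4.37 and -2.81 with each heart left out, and that of the inflammatory response between 1.89 and 2.7. A test that allows for correlation between the genes of a set (camera in limma) gave adjusted P-values of 0.379 for Myc targets V1, 0.0735 for the inflammatory response and 0.925 for oxidative phosphorylation.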

Gene set expression analysis (GSEA) (10) revealed significant changes (*P*<0.05) in multiple pathways in human DS and mouse Dp1Tyb embryonic hearts (Fig. 1E). Most of these pathways were altered in the same direction in both species, including decreased oxidative phosphorylation and cellular proliferation, and increased immune responses and epithelial to mesenchymal transition (EMT) compared to control subjects, showing that the transcriptional changes in Dp1Tyb mouse embryonic hearts resembled those in human DS hearts (Fig. 1E).

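With the hearts as replicates, the mean log2 value over the oxidative phosphorylation genes was 10.759 ± 0.026 (SD, n = 5) in Dp1Tyb hearts and 10.76 ± 0.0385 (SD, n = 10) in WT hearts. The difference of -0.0006 was far smaller than the spread between hearts (exact permutation test, two-sided, p = 0.977). All 10 WT hearts entered this test because the labels do not give the litters. It therefore cannot decide whether Dp1Tyb hearts differ from their own WT littermates, which is the comparison the paper made. The mean over the Myc targets V1 genes was 11.233 ± 0.022 (SD, n = 5) in Dp1Tyb and 11.256 ± 0.0105 (SD, n = 10) in WT hearts. That difference of -0.0235 had p = 0.00699 in the exact permutation test, and 0.0298 after adjustment over the 15 tests of 5 sets in 3 comparisons. It lost its place past the threshold with quantile normalization, where it was -0.015 (adjusted P-value 0.247 from the same exact test), with lane as a covariate (adjusted P-value 0.0593), in the camera test (adjusted P-value 0.379) and in 3 of the 15 fits with a heart left out. The mean over the inflammatory response genes was 7.751 ± 0.0098 (SD, n = 5) in Dp1Tyb and 7.728 ± 0.0103 (SD, n = 10) in WT hearts. The difference was 0.0228 and 4 of the 5 Dp1Tyb hearts lay above all WT hearts (exact permutation test, adjusted p = 0.00999). Centring each heart on its median brought it to 0.0175 (adjusted p = 0.0749, exact test). In lanes 3, 6 and 7 the difference was 0.0148, 0.018 and 0.0484 for the inflammatory response and -0.0145, -0.011 and -0.0663 for Myc targets V1. Of the 138 inflammatory response genes, 10 were called as increased and 1 as decreased (limma). Of the 194 Myc targets V1 genes, 6 were called as decreased and 0 as increased. From the directions of its enrichment scores in the mouse and human hearts, the paper concludes that the transcriptional changes of Dp1Tyb hearts resemble those of human DS hearts.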

### Decreased expression of oxidative phosphorylation and cell proliferation genes correlates with CHD

To identify which pathways were most likely to be involved in CHD pathogenesis, we extended the RNAseq analysis to two further mouse strains: Dp3Tyb and Ts1Rhr. Dp3Tyb embryos show CHD similar to those in Dp1Tyb mice and DS, but this strain has an extra copy of just 39 protein-coding genes. These genes are entirely contained within the large duplication in Dp1Tyb mice, thus demonstrating that these 39 genes are sufficient to cause CHD (Fig. 1F) (8). In contrast, Ts1Rhr embryos have an extra copy of a slightly shorter region containing just 31 genes and do not show CHD (8). Comparison of the transcriptional changes in Dp3Tyb and Ts1Rhr mouse embryonic hearts with those of mouse Dp1Tyb and human DS hearts, showed that the changes in DNA repair and protein secretion pathways were not seen in either Dp3Tyb or Ts1Rhr hearts and these were not considered further (Fig. 1G). Increased expression of immune response and EMT pathways was seen in both Dp3Tyb and Ts1Rhr hearts, demonstrating that these changes are not sufficient to cause CHD (Fig. 1G, tables S4 and S5). In contrast, decreased expression of oxidative phosphorylation genes correlated with CHD – it was seen in human DS fetal hearts, and in Dp1Tyb and Dp3Tyb mouse embryonic hearts, but not in Ts1Rhr mouse hearts (Fig. 1G, fig. S1B, C). Decreased expression of the 3 proliferation gene sets was seen in Dp3Tyb mouse hearts, but only 2 of these were also decreased in Ts1Rhr mouse hearts. These results suggest that impaired oxidative phosphorylation, and potentially cellular proliferation may contribute to the etiology of CHD.

### scRNAseq reveals similar gene expression changes across different cell types in Dp1Tyb mouse embryonic hearts

Although RNAseq analysis identified dysregulated pathways, it was not able to specify which cell type was perturbed in Dp1Tyb hearts. To address this, we performed single cell RNAseq (scRNAseq) of WT and Dp1Tyb E13.5 mouse hearts and identified 14 clusters which were assigned to individual cell types based on expression of marker genes (Fig. 2A, B) (11). Many of the expected cell types were detected, including several sub-types of cardiomyocytes, endocardial cells, epicardial cells, fibroblasts, vascular endothelial cells, smooth muscle cells and macrophages (11). Comparison of the frequencies of each cell type showed that whereas all cell types were detected in each genotype (fig. S2), Dp1Tyb hearts had significantly reduced frequencies of ventricular and atrial cardiomyocytes and significantly increased frequencies of fibroblasts and vascular endothelial cells compared to WT hearts (*P*<0.05, Fig. 2C).

To determine which cell types showed the pathway changes seen in whole hearts, we subjected the scRNAseq data to GSEA. Initially, we pooled the scRNAseq across all cell types and found that this pseudo-bulk RNAseq analysis recapitulated the changes seen in the bulk RNAseq analysis, with Dp1Tyb mouse hearts showing decreased expression of oxidative phosphorylation and proliferation genes (Fig. 2D). Extending this analysis to the 11 most abundant cell clusters, we found that significantly decreased expression of the oxidative phosphorylation genes was seen in all cell types and significantly decreased expression of proliferation genes was seen in all cell types except epicardial cells, vascular endothelial cells, and atrioventricular cushion fibroblasts (*q*<0.05, Fig. 2D). Thus, decreased expression of oxidative phosphorylation and proliferation genes was seen across most cell types in Dp1Tyb mouse embryonic hearts.

### Dp1Tyb mouse embryonic hearts show proliferative defects

Although the decreased cell proliferation signature was present in both human DS fetal hearts and mouse Dp1Tyb hearts, this change was insufficient to cause heart defect pathology since it was present in Ts1Rhr hearts which do not show CHD. To investigate directly if cell proliferation was affected in Dp1Tyb mouse embryonic hearts, we measured the fraction of cells in different cell cycle phases. Flow cytometric analysis of Dp1Tyb mouse hearts showed an increased proportion of cardiomyocytes and endocardial cells in G1, and fewer cells in S phase, consistent with impaired proliferation (Fig. 3A-B). This proliferation defect may explain the decreased fraction of cardiomyocytes in Dp1Tyb hearts.

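The mean log2 value over the 192 genes of the E2F target set was 10.187 ± 0.0149 (SD, n = 5) in Dp1Tyb hearts and 10.245 ± 0.013 (SD, n = 10) in WT hearts at E13.5. The difference of -0.0581 was larger than the spread between hearts. Each of the 5 Dp1Tyb hearts lay below all 10 WT hearts (exact permutation test, two-sided, p = 0.000333, and 0.00499 after Benjamini-Hochberg adjustment over 15 tests). Within lanes 3, 6 and 7 the difference was -0.05, -0.0499 and -0.0909. With each heart left out in turn it stayed between -0.0626 and -0.0538. Of the 192 genes, 179 had a log2 fold change below 0. Past the threshold, 25 were decreased and 0 increased (limma, adjusted P-value under 0.05). The camera test gave an adjusted P-value of 0.00542.

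**Figure D2:**
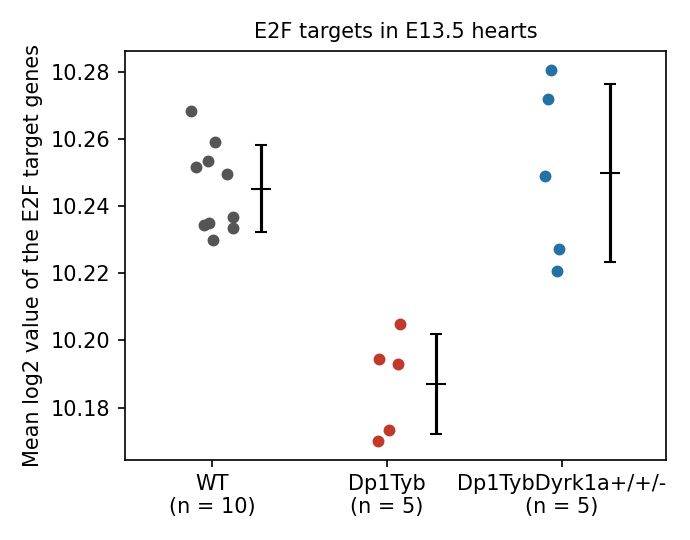
Mean log2 value of the 192 E2F target genes (vertical axis, which does not start at 0) in each E13.5 heart by genotype, with 1 point per heart and the mean and SD of each group as a black bar. The 5 Dp1Tyb hearts lie between 10.17 and 10.2, below the WT hearts, which lie between 10.23 and 10.27.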

Pathway analysis of human DS and Dp1Tyb mouse hearts showed downregulated E2F target genes in both species (Fig. 1E, G). The E2F transcription factors control the expression of genes required for the G1 to S phase transition of the cell cycle (12). 

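The leading edge of a gene set is the part of it that is met before the running sum reaches its extreme. With the genes ranked by moderated t, it held 120 of the 192 E2F targets in the comparison of Dp1Tyb and WT hearts. Of the genes that Table S6 lists in the paper's leading edge for these hearts, 151 were matched and tested, and 116 of these were in the leading edge here. From the decrease of these genes, the paper proposes reduced E2F activity as the cause of the impaired proliferation.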

Inspection of the genes in the ‘leading edge’ of the E2F target gene set in the GSEA showed that there were 72 and 153 downregulated genes in human DS fetal hearts and Dp1Tyb embryonic hearts respectively, with 49 genes downregulated in common between the two species, indicating that downregulation of E2F activity may be the cause of the impaired proliferation (table S6). The E2F factors are repressed by binding to the Retinoblastoma protein RB1 (12). Phosphorylation of RB1 by CDK4 and CDK6 kinases in complex with Cyclin D proteins leads to dissociation of RB1 from E2F proteins allowing the latter to activate genes required for the G1 to S phase transition (Fig. 3C). To examine if the reduced E2F activity in Dp1Tyb hearts was due to impaired phosphorylation of RB1, we used immunoblotting to quantify amounts of phosphorylated RB1 (p-RB1). We found that Dp1Tyb mouse hearts had significantly decreased p-RB1 (*P*<0.05), which may account for reduced E2F activity and hence impaired cell proliferation (Fig. 3D, E).

### Dp1Tyb mouse embryonic cardiomyocytes have mitochondrial defects

To determine whether the decreased expression of oxidative phosphorylation genes indicated impaired mitochondrial respiration, we used flow cytometry to measure mitochondrial mass and the mitochondrial inner membrane potential of Dp1Tyb mouse hearts. Mitochondrial mass was not altered in either cardiomyocytes or endocardial cells, and mitochondrial potential was unchanged in endocardial cells, however, the ratio of cells with high to intermediate membrane potential was significantly reduced (*P*<0.05) in cardiomyocytes from E13.5 Dp1Tyb mouse hearts (Fig. 4A, B). Decreased mitochondrial membrane potential suggested that the maturation of Dp1Tyb mouse cardiomyocytes may be affected. A developmental transition, typically occurring at E11.5 in the mouse, is characterized by closure of the mitochondrial permeability transition pore, thereby elevating mitochondrial potential, and by elongation and branching of mitochondria (13). Confocal microscopy imaging showed that mitochondria in cardiomyocytes from Dp1Tyb mouse E13.5 hearts had significantly lower aspect ratios and form factors (*P*<0.05) compared to those in WT mouse cardiomyocytes, indicating that Dp1Tyb mitochondria are less elongated and branched, consistent with impaired cardiomyocyte maturation (Fig. 4C-D, fig. S3A-B). To directly analyze mitochondrial function, we measured mitochondrial respiration of Dp1Tyb mouse embryonic hearts. We found that cells from E13.5 Dp1Tyb mouse hearts had significantly reduced basal and maximal respiration rates (*P*<0.05), consistent with impaired mitochondrial function (Fig. 4E-F). Furthermore, analysis of glycolysis rates showed that cells from Dp1Tyb hearts had significantly increased rates of glycolysis (*P*<0.05), demonstrating a bioenergetic switch away from oxidative phosphorylation (Fig. 4G-H).

One possible cause for this switch towards glycolysis could be hypoxia, which through HIF-1α results in the upregulation of genes encoding enzymes in the glycolytic pathway (14). To investigate if increased hypoxia could be playing a role in this altered cardiac metabolism, we measured hypoxia in developing Dp1Tyb and control embryonic hearts by injecting pregnant mice with pimonidazole hydrochloride, also known as Hypoxyprobe (15). Pimonidazole covalently binds to thiol groups on proteins and amino acids in hypoxic cells and can be visualized with an antibody. This analysis showed no change in the amount of hypoxia in Dp1Tyb mouse hearts compared to WT mouse hearts (Fig. 4I-J). This result was further supported by GSEA which did not show any significant changes (*P*>0.05) in the expression of HIF-1α-regulated genes (table S6). Thus, increased hypoxia is unlikely to be the cause of the increased glycolysis. 

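The 170 hypoxia genes that were tested had a NES of 2.07 in Dp1Tyb versus WT hearts (adjusted P-value 0.00322 over 5 sets, from shuffled gene sets). With the weighted running sum it was 1.1 (adjusted P-value 0.314). With the hearts as replicates, the mean log2 value over these genes was 9.591 ± 0.0163 (SD, n = 5) in Dp1Tyb hearts and 9.582 ± 0.0166 (SD, n = 10) in WT hearts. The difference of 0.0094 was smaller than the spread between hearts (exact permutation test, two-sided, p = 0.317, adjusted p = 0.475). Of the 170 genes, 2 were called as increased and 2 as decreased (limma). The camera test had an adjusted P-value of 0.652.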

Taken together these results demonstrate that Dp1Tyb mouse embryonic hearts have impaired mitochondrial respiration, with a compensatory increase in glycolysis.

### Three copies of *Dyrk1a* are necessary to cause heart defects

To gain further insight into the basis of CHD in DS we used systematic genetic mapping to identify a causative gene responsible for this pathology. Using a panel of mouse strains with a nested series of duplications of regions on Mmu16, we previously showed that a region of 39 genes duplicated in Dp3Tyb mice was sufficient to cause CHD (8). However, when this was broken down into three shorter duplicated regions in Dp4Tyb, Dp5Tyb and Dp6Tyb mice, none of the resulting strains had heart defects, implying that there must be at least two causative genes (Fig. 5A) (8). Furthermore, since Ts1Rhr mouse embryos do not have CHD, one of the causative genes must be within the 8 coding genes and 1 microRNA gene that are duplicated in Dp3Tyb but not Ts1Rhr mice (Fig. 5A). Another study showed that Dp(16)4Yey mice with an extra copy of a 35-gene region on Mmu16 which partially overlaps Dp3Tyb, also have CHD (16). This overlap includes 16 genes at the proximal end of the Dp3Tyb duplication covering the entire Dp4Tyb region and the first two genes within the Dp5Tyb region. Taken together, the simplest explanation for these results is that one causative gene lies within the proximal region duplicated in Dp3Tyb mice but not Ts1Rhr mice, containing two coding genes (*Setd4, Cbr1*) and a microRNA gene (*Mir802*) (Fig. 5A, orange), and a second causative gene lies within the first two genes of the Dp5Tyb region (*Dyrk1a, Kcnj6*) (Fig. 5A, blue). Thus, we tested the potential role for each of these 5 genes in causing CHD, by reducing its copy number in Dp1Tyb embryos from three to two.

We crossed Dp1Tyb mice to mouse strains deficient in each of the candidate genes, except for *Cbr1*, which we tested by crossing to Del4Tyb mice that have a deletion of the entire Dp4Tyb region (Fig. 5A, fig. S4A). For each cross we analyzed the hearts of E14.5 embryos using high resolution episcopic microscopy (HREM) (17) to generate detailed 3D images to accurately identify different types of CHD. As expected, compared to WT controls, Dp1Tyb embryos had increased rates of CHD, especially the more severe AVSD, which are typified by a common atrioventricular valve in place of separated mitral and tricuspid valves (Fig. 5B-H). Removing one copy of *Mir802, Setd4, Cbr1* or *Kcnj6* did not affect the frequency of CHD in general, or specifically AVSDs (Fig. 5B-E). However, reducing the copy number of *Dyrk1a* from three to two completely rescued CHD in Dp1Tyb*Dyrk1a*^+/+/-^ mice (Fig. 5F, H). Thus, three copies of *Dyrk1a* are necessary to cause CHD in Dp1Tyb mice.

*Dyrk1a* encodes the DYRK1A serine/threonine protein kinase. To investigate whether increased DYRK1A kinase activity is required for CHD, we crossed Dp1Tyb mice to a strain carrying an allele coding for kinase-inactive DYRK1A (*Dyrk1a*^K188R^). The resulting Dp1Tyb*Dyrk1a*^+/+/K188R^ embryos had no increase in AVSDs compared to WT controls, and significantly fewer (*P*=0.0141) AVSDs than Dp1Tyb embryos (Fig. 5G-H). Thus, increased DYRK1A catalytic kinase activity is necessary for severe CHD in Dp1Tyb mice.

### Increased dosage of *Dyrk1a* causes key transcriptional changes in Dp1Tyb embryonic hearts

Next, we investigated whether increased dosage of *Dyrk1a* was responsible for the transcriptional changes in Dp1Tyb mouse E13.5 embryonic hearts. 

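The Dp1TybDyrk1a+/+/- hearts carry the Dp1Tyb duplication with a null allele of Dyrk1a (Dyrk1atm1Mla), and 5 such hearts were in the same set of 20 libraries as the WT and Dp1Tyb hearts. Of these 5 hearts, 1, 1 and 3 were sequenced in lanes 3, 6 and 7, so that lane and genotype overlap in part. Dyrk1a (ENSMUSG00000022897) lies on chromosome 16 of GRCm39 from 94369804 to 94496380. Its log2 value was 11.367 ± 0.044 (SD, n = 10) in WT hearts, 11.689 ± 0.04 (SD, n = 5) in Dp1Tyb hearts and 11.762 ± 0.056 (SD, n = 5) in hearts labelled Dp1TybDyrk1a+/+/-. Compared to WT it was increased by 0.32 on the log2 scale in Dp1Tyb hearts (standard error 0.027, limma adjusted P-value 6.22e-08) and by 0.39 in hearts labelled Dp1TybDyrk1a+/+/- (standard error 0.027, limma adjusted P-value 2.18e-09). Every heart of both mutant groups lay above all WT hearts (exact permutation test, two-sided, p = 0.000333 for each group). Between Dp1Tyb and Dp1TybDyrk1a+/+/- hearts the log2 fold change was -0.073 (standard error 0.031, limma adjusted P-value 0.209; exact permutation test, two-sided, p = 0.0476), and 3 of the 5 Dp1Tyb hearts lay below all 5 hearts labelled Dp1TybDyrk1a+/+/-. The RNA of the gene was therefore not lower in the hearts labelled as having the null allele. By the paper's description that allele lacks some exons, and reads of the rest of the gene can remain. The level of the RNA does not check the label. The paper reports checks of its own. It saw the deletion of exons of Dyrk1a by RNAseq, and by mass spectrometry more DYRK1A protein in Dp1Tyb than in Dp1TybDyrk1a+/+/- hearts. The table holds 1 value per gene and none per exon, so the check of the exons could not be repeated here. With each heart left out in turn, the log2 fold change of Dyrk1a between Dp1Tyb and Dp1TybDyrk1a+/+/- hearts stayed between -0.0888 and -0.0513.

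**Figure D3:**
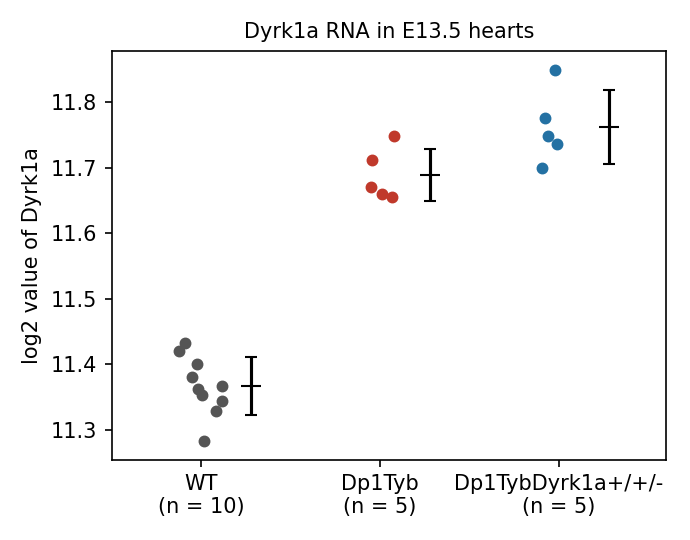
log2 value of Dyrk1a (vertical axis, which does not start at 0) in each E13.5 heart by genotype, with 1 point per heart and the mean and SD of each group as a black bar. The WT hearts lie between 11.283 and 11.432, the Dp1Tyb hearts between 11.655 and 11.748, and the Dp1TybDyrk1a+/+/- hearts between 11.7 and 11.85.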

A comparison of the transcriptomes of WT, Dp1Tyb and Dp1Tyb*Dyrk1a*^+/+/-^ hearts showed that compared to WT controls, Dp1Tyb*Dyrk1a*^+/+/-^ samples had increased expression of the duplicated genes, but very few other differentially expressed genes (Fig. 6A, table S7). In contrast, comparison of Dp1Tyb and Dp1Tyb*Dyrk1a*^+/+/-^ mouse hearts showed large numbers of differentially expressed genes, as had been seen in the comparison of Dp1Tyb with WT controls (Fig. 6A). These results show that an extra copy of *Dyrk1a* was responsible for most of the transcriptional changes in developing Dp1Tyb mouse hearts. 

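In the comparison of hearts labelled Dp1TybDyrk1a+/+/- with WT hearts, 109 of 15304 genes were called, 96 increased and 13 decreased (limma, Benjamini-Hochberg adjusted P-value under 0.05). Of these, 69 were three-copy genes, all increased, and 40 lay outside the duplicated region. The mean log2 value over the 96 tested three-copy genes was 8.774 ± 0.0104 (SD, n = 5), above that of WT hearts by 0.257 (exact permutation test, two-sided, p = 0.000333). The difference to WT hearts in lanes 3, 6 and 7 was 0.247, 0.27 and 0.257. The count outside the region was 269 when the hearts were weighted by their quality and 26 with lane as a covariate, of which 21 were also called without it. Leaving out each heart in turn gave between 21 and 89. Of the 93 genes that Table S7 lists past the threshold, 90 were tested here, all with the same direction, and 84 were called. The genes outside the region with the largest changes and no overlap between hearts included Gm7334, Vwf, Ppp1r17, Entpd1 and Mal, which were increased, and Rbm3 and Usp11, which were decreased. The log2 fold change of Rbm3 (ENSMUSG00000031167, chromosome X of GRCm39 from 8004213 to 8012119) was -0.16 (standard error 0.031, limma adjusted P-value 0.00688).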

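Between Dp1Tyb hearts and hearts labelled Dp1TybDyrk1a+/+/-, 178 genes were called, of which 65 were higher and 113 lower in Dp1Tyb (limma, adjusted P-value under 0.05). Outside the duplicated region there were 176. This count depended more on the fit than those against WT. It was 1234 with the hearts weighted by their quality, 28 with lane as a covariate and 2 when only the 10 hearts of both groups entered the fit. Leaving out each heart in turn gave between 29 and 300. At an unadjusted P-value under 0.05, 2838 genes differed, against 2382 in the comparison of Dp1Tyb with WT and 1475 in that of Dp1TybDyrk1a+/+/- with WT. Centring each heart on its median changed the division between directions, to 48 genes higher and 177 lower. Of the 624 genes that Table S9 lists for this comparison, 611 were tested here. The sheet with this comparison was cut short in the copy read, so the genes were taken from the symbol lists of its sheet of common genes. All 611 had the same direction and 168 were called. The largest log2 fold changes were read among genes outside the region with no overlap between hearts. Higher in Dp1Tyb were Chpf at 0.27, Vill at 0.26, C1qtnf6, Ptgis and Mdfi. Lower in Dp1Tyb were mt-Nd6 at -0.37, Ky at -0.3, Hmgn5 at -0.3, Cenpf and Kif20b. Mdfi fell below the threshold in 9 of the 10 fits with a heart left out, Hmgn5, Cenpf and Ptgis in 8, Kif20b in 7 and mt-Nd6 in 4. Chpf, Vill, C1qtnf6 and Ky stayed past it in all of them. With only the hearts of both mutant groups in the fit, Ky and Vill alone of these genes were called.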

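Outside the duplicated region, the comparison with WT gave 399 genes in Dp1Tyb hearts and 40 in hearts labelled Dp1TybDyrk1a+/+/-, at the same number of hearts per group. With Xist as a covariate, a setting chosen after seeing the data, these were 175 and 36, and between the mutants the number outside the region fell from 176 to 11. The log2 fold changes of the genes called without it were hardly moved. Their median ratio with and without Xist was 0.975 in Dp1Tyb versus WT, 1.001 in Dp1TybDyrk1a+/+/- versus WT and 0.961 between the mutants. The paper's Tables S3 and S7 give 4 of 5 Dp1Tyb and 1 of 5 Dp1TybDyrk1a+/+/- hearts as female. From the few genes that remained changed against WT once a copy of Dyrk1a was removed, and the many that differed between the mutants, the paper concludes that the third copy of Dyrk1a was responsible for most of the transcriptional changes.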

We extended this analysis to the proteome using mass spectrometric analysis of Dp1Tyb and Dp1Tyb*Dyrk1a*^+/+/-^ mouse E13.5 hearts, revealing 290 differentially expressed proteins (Fig. 6B, table S8). As expected, the amount of DYRK1A was about 1.5-fold higher in Dp1Tyb compared to Dp1Tyb*Dyrk1a*^+/+/-^ hearts. Moreover, pathway analysis of the transcriptomic and proteomic data showed that 3 copies of *Dyrk1a* are necessary for the decreased expression of oxidative phosphorylation and proliferation genes and increased expression of EMT genes, but not for the increased expression of immune response genes (Fig. 6C, fig. S1D, E). 

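In Dp1Tyb hearts compared to hearts labelled Dp1TybDyrk1a+/+/-, the NES was -6.45 for E2F targets (adjusted P-value 2.35e-27 over 5 sets), -3.51 for Myc targets V1 (adjusted P-value 1.6e-08), -2.21 for oxidative phosphorylation (adjusted P-value 0.000924) and 1.98 for the inflammatory response (adjusted P-value 0.0059). Against WT, the hearts labelled Dp1TybDyrk1a+/+/- had a NES of 1.72 for oxidative phosphorylation, 1.94 for Myc targets V1 and 0.951 for the inflammatory response. With quantile normalization the NES of oxidative phosphorylation changed sign in both comparisons, to 2.13 and -2.25. With the hearts as replicates, the mean log2 value of the oxidative phosphorylation genes was 10.759 ± 0.103 (SD, n = 5) in Dp1TybDyrk1a+/+/- hearts. It differed from Dp1Tyb hearts by -0.0002 (exact permutation test, two-sided, p = 1) and from WT hearts by -0.0004 (p = 0.993). Heart A15 of this group had the lowest value, 10.582. The Myc targets V1 genes differed by -0.0288 between Dp1Tyb and Dp1TybDyrk1a+/+/- hearts (exact permutation test, p = 0.238), and by 0.0053 between Dp1TybDyrk1a+/+/- and WT hearts (p = 0.721). Without A15, the Myc targets V1 differences were -0.0473 (adjusted p = 0.0238) and 0.0238 (adjusted p = 0.0325), both past the threshold, and those of oxidative phosphorylation were -0.0444 and 0.0438 (adjusted p = 0.112 for each), with a NES of -6.05 and 6.25. The inflammatory response genes were 7.738 ± 0.0097 (SD, n = 5) in Dp1TybDyrk1a+/+/- hearts. This was 0.0103 above WT (exact permutation test, p = 0.0889, adjusted p = 0.19) and 0.0125 below Dp1Tyb (p = 0.0873, adjusted p = 0.19), so that neither difference was past the threshold. Both depended on the scaling. The rise over WT came past the threshold with quantile normalization (0.0140, adjusted p = 0.0298) and at a mean normalized count of at least 100 (0.0146, adjusted p = 0.031). It did not with lane as a covariate, z-scores or the camera test. Centring each heart on its median gave 0.0175 over WT (adjusted p = 0.124) and 0.0000 between the mutants.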

A comparison of the differentially expressed genes in Dp1Tyb versus WT mouse hearts and Dp1Tyb versus Dp1Tyb*Dyrk1a*^+/+/-^ hearts, showed that there were 32 upregulated and 46 downregulated genes in common between these comparisons, representing genes most likely to be regulated by increased *Dyrk1a* dosage (table S9). 

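Of the genes called in the comparison of Dp1Tyb with WT, 99 were also called in that of Dp1Tyb with Dp1TybDyrk1a+/+/- in the same direction, 36 of them increased in Dp1Tyb and 63 decreased (limma, adjusted P-value under 0.05 in both). The Dp1Tyb hearts enter both comparisons, so part of this overlap is built in. The number was 525 with the hearts weighted by their quality and 23 with lane as a covariate, 7 increased and 16 decreased. Centring each heart on its median gave 106, of which 25 were increased and 81 decreased. Leaving out each of the 20 hearts in turn gave between 19 and 137.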

STRING protein interaction (https://string-db.org/) analysis of these genes once again showed a clear signature of decreased networks of proteins involved in proliferation (table S9).

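Table S9 lists 11 genes under its cell cycle term. They come from the genes that the paper found decreased in both comparisons of Dp1Tyb in these hearts, so their direction here follows in part from that selection. All 11 were called as decreased in Dp1Tyb compared to WT hearts (limma). Their log2 fold changes ran from -0.16 for Ccna2 and Cdkn1b to -0.077 for Xpo1, which fell below the threshold in 11 of the 15 fits with a heart left out, as Ncapg did in 5. For Cdkn1b (ENSMUSG00000003031, chromosome 6 of GRCm39 from 134897364 to 134902476) the log2 value was 10.537 ± 0.02 (SD, n = 5) in Dp1Tyb, 10.693 ± 0.024 (SD, n = 10) in WT and 10.698 ± 0.043 (SD, n = 5) in hearts labelled Dp1TybDyrk1a+/+/-. For Rbl1 (ENSMUSG00000027641, chromosome 2 from 156987813 to 157046475) it was 10.054 ± 0.021 (SD, n = 5), 10.176 ± 0.024 (SD, n = 10) and 10.204 ± 0.023 (SD, n = 5) in the same order. In Dp1Tyb compared to Dp1TybDyrk1a+/+/- hearts, 9 of the 11 genes were past the threshold and all were decreased. Of these 9, Ncapg fell below the threshold in 8 of the 10 fits with a heart left out, Xpo1 in 7, Ccna2 in 5 and Fbxo5 in 1, and none of the 11 was called with only the 2 mutant groups in the fit. The exceptions were Foxm1, with a log2 fold change of -0.098 (limma adjusted P-value 0.0598), and Ppp6r3, with -0.068 (limma adjusted P-value 0.0864). Against WT, 0 of the 11 were called in Dp1TybDyrk1a+/+/- hearts.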

Furthermore, scRNAseq analysis of Dp1Tyb*Dyrk1a*^+/+/-^ mouse E13.5 hearts showed that reduction of the copy number of *Dyrk1a* reversed the decreased fraction of cardiomyocytes and the increased fraction of fibroblasts seen in Dp1Tyb hearts (Fig. 2C, fig. S2), demonstrating that these changes in cell type abundance are dependent on three copies of *Dyrk1a*. Moreover, GSEA pathway analysis showed that changes in expression of oxidative phosphorylation, proliferation and EMT genes which were seen across most cell types, were also dependent on 3 copies *Dyrk1a* (Fig. 2D).

### *Dyrk1a* is broadly expressed in many cardiac cell types

Since a third copy of *Dyrk1a* had a profound effect on the transcriptomes of most cell types in the developing heart, we examined its expression pattern. Using the scRNAseq data, we found that *Dyrk1a* was expressed in all cell types in E13.5 hearts, a conclusion that was further supported by RNAscope analysis of E12.5 and E14.5 hearts, an in situ hybridization method that detects mRNA in tissue sections (Fig. 7A-B). This broad expression of *Dyrk1a* is consistent with a role for increased DYRK1A causing the observed pathway changes across multiple cell types.

### Increased dosage of *Dyrk1a* is necessary for reduced proliferation in Dp1Tyb mouse embryonic hearts

Next, we investigated whether increased dosage of *Dyrk1a* was also required for the physiological changes seen in Dp1Tyb mouse embryonic hearts. Analysis of proliferation showed that Dp1Tyb*Dyrk1a*^+/+/-^ mouse cardiomyocytes and endocardial cells had no change in the fraction of cells in G1, S and G2/M phases compared to WT cells, demonstrating that 3 copies of *Dyrk1a* were necessary for the impaired proliferation (Fig. 3A, B). Furthermore, the reduction in phosphorylated RB1 in Dp1Tyb mouse embryonic hearts was also reversed by reducing the copy number of *Dyrk1a* from 3 to 2 (Fig. 3D-E), and Dp1Tyb*Dyrk1a*^+/+/-^ hearts no longer showed reduced expression of E2F target genes (Fig. 6C, table S6).

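In hearts labelled Dp1TybDyrk1a+/+/-, the mean log2 value over the 192 E2F targets was 10.25 ± 0.0265 (SD, n = 5). It differed from WT hearts by 0.0047, less than the spread between hearts (exact permutation test, two-sided, p = 0.638). In lanes 3, 6 and 7 this difference was 0.0002, -0.0066 and -0.0031. Dp1Tyb hearts differed from them by -0.0628, and each of the 5 lay below all 5 Dp1TybDyrk1a+/+/- hearts (exact permutation test, p = 0.00794, the smallest that 252 regroupings allow, adjusted p = 0.0298). Within lanes 3, 6 and 7 the difference between Dp1Tyb and these hearts was -0.0502, -0.0432 and -0.0879. With lane as a covariate and labels exchanged only within lanes, the difference was -0.0615 (p = 0.0278, the smallest that the 36 within-lane regroupings allow, adjusted p = 0.104). Against WT, 0 of the 192 genes were called in Dp1TybDyrk1a+/+/- hearts, and 22 were called as decreased in Dp1Tyb compared to Dp1TybDyrk1a+/+/- hearts. The NES against WT was 1.59 (adjusted P-value 0.0349), and -0.891 with quantile normalization.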

Increased expression of DYRK1A may cause decreased cell proliferation by phosphorylating Cyclin D (CCND) proteins, leading to their degradation (Fig. 3C) (18–22). To investigate whether this was occurring in Dp1Tyb mouse hearts we used mass spectrometry to compare the phospho-proteomes of Dp1Tyb and Dp1Tyb*Dyrk1a*^+/+/-^ E13.5 hearts, showing that there were many phospho-peptides whose abundance differed significantly (*P*<0.05) because of a third copy of *Dyrk1a* (Fig. 6B, table S8). This included increased pS520-DYRK1A, an autophosphorylation site of the kinase, consistent with increased DYRK1A activity in Dp1Tyb compared to Dp1Tyb*Dyrk1a*^+/+/-^ hearts (23). However, we saw no change in the abundance of pT280-CCND2, a site reported to be phosphorylated by DYRK1A in cardiomyocytes (Fig. 6B) (20). Furthermore, we were able to detect only two other known DYRK1A phosphorylation targets, pS10-CDKN1B and pS557-CRY2, neither of which was altered in abundance. However, analysis of the whole proteome showed a decreased abundance of CCND2 in Dp1Tyb hearts (*P*<0.05), and decreased abundance of CCND1 and CCND3, though these latter changes were not significant (*P*>0.05) (Fig. 6B). These results are consistent with increased dosage of DYRK1A impairing proliferation in Dp1Tyb embryonic hearts through phosphorylation and subsequent degradation of CCND2, leading to reduced CDK4/6-induced phosphorylation of RB1 and hence less expression of E2F-regulated genes that are required for G1 to S phase transition.

### Three copies of *Dyrk1a* cause mitochondrial dysfunction in embryonic cardiomyocytes

Next, we examined whether the mitochondrial dysfunction in Dp1Tyb mouse cardiomyocytes was dependent on 3 copies of *Dyrk1a*. We found that reduction of the copy number of *Dyrk1a* from 3 to 2 reversed the decreased mitochondrial potential and impaired mitochondrial morphology in Dp1Tyb mouse cardiomyocytes (Fig. 4A-D). Furthermore, cells from Dp1Tyb*Dyrk1a*^+/+/-^ mouse E13.5 hearts showed normal rates of basal and maximal respiration and glycolysis (Fig. 4E-H).

### Pharmacological inhibition of DYRK1A results in a partial reversal of transcriptional changes in Dp1Tyb mouse embryos

Finally, we investigated whether treatment of pregnant mice with an inhibitor of DYRK1A kinase activity could reverse the CHD in Dp1Tyb mouse embryos. To investigate this we used Leucettinib-21, a recently developed DYRK1A inhibitor and a negative control, iso-Leucettinib-21, an inactive isomer (fig. S5A). Leucettinib-21 is a potent inhibitor of DYRK1A (IC_50_ = 3.1 nM), whereas iso-Leucettinib-21 has an IC_50_ >10 μM for DYRK1A (24). First, we asked if Leucettinib-21 administered to the pregnant mouse could pass through the placenta into the embryo. Analysis of mice treated with 0.3, 3 or 30 mg/kg of Leucettinib-21 showed detectable Leucettinib-21 in the embryo at 3 and 30 but not 0.3 mg/kg (Fig. S5B). Based on the measured amounts of Leucettinib-21 in the embryo, the 3 and 30 mg/kg doses resulted in around 24 nM and 560 nM Leucettinib-21 in the embryo. We chose to use 30 mg/kg Leucettinib-21 to maximize the chance of observing an effect.

We treated pregnant mice with Leucettinib-21 or iso-Leucettinib-21 daily starting at E5.5, which is before the heart forms, until E13.5 for RNAseq analysis and E14.5 for analysis of CHD by HREM (Fig. 8A). Homozygous genetic deletion of *Dyrk1a* results in a mid-gestation lethality, with no embryos surviving beyond E13.5 (25). Thus, it was possible that Leucettinib-21 treatment would cause embryonic lethality. However, we found that treatment of mated mice with 30 mg/kg Leucettinib-21 did not affect the fraction of mice that became pregnant or the size of their litters (fig. S5C-D). Furthermore, the recovery of Dp1Tyb embryos at E14.5 was also not affected (fig. S5E), in line with the normal segregation of the mutation, as previously reported (8). Thus, Leucettinib-21 treatment does not interfere with pregnancy and is likely only partially inhibiting DYRK1A.

RNAseq analysis of E13.5 embryos from mice treated with Leucettinib-21 or iso-Leucettinib-21 showed that the active Leucettinib-21 inhibitor partially reversed the decreased expression of genes in the oxidative phosphorylation and proliferation (Myc targets v1) pathways in Dp1Tyb embryonic hearts, however, it had no effect on the increased expression of inflammatory genes in the mutant hearts (Fig. 8B, table S10). The changes in expression caused by Leucettinib-21 were qualitatively similar to the changes seen when the copy number of *Dyrk1a* was reduced from 3 to 2 in Dp1Tyb embryos but were smaller in magnitude, consistent with Leucettinib-21 causing a partial inhibition of DYRK1A in the embryonic heart (Fig. 8C). Lastly, we used HREM to analyze the embryos for CHD. We found that Leucettinib-21 treatment resulted in a frequency of CHD in Dp1Tyb embryos that was between that seen in WT and Dp1Tyb embryos treated with iso-Leucettinib-21, but was not significantly different from either (*P*>0.05) (Fig. 8D). This is consistent with the possibility that inhibition of DYRK1A results in a partial rescue of the DYRK1A-dependent CHD in Dp1Tyb embryos but more work would be required to establish this.

## Discussion

Here we show that heart tissue from human fetuses with DS have characteristic transcriptional changes, many of which are shared with embryonic hearts from the Dp1Tyb and Dp3Tyb mouse models of DS that show CHD. Gene set enrichment analysis identified several pathways that were altered in the hearts of both human DS and mouse models. Of these, decreased expression of oxidative phosphorylation genes correlated most strongly with CHD in the mouse models, suggesting that impaired mitochondrial function may be an important cause of the developmental defects. In agreement with our results, decreased expression of oxidative phosphorylation genes in human DS fetal hearts has been previously seen using microarray technology (26). In addition, physiological analysis demonstrated reduced mitochondrial membrane potential and respiration in Dp1Tyb mouse embryonic cardiomyocytes. Decreased expression of proliferation genes partially correlated with CHD, being seen in human DS hearts, and mouse Dp1Tyb and Dp3Tyb hearts. Hearts from the Ts1Rhr mouse strain which does not have CHD, also showed decreased expression of proliferation genes, but only in two out of three gene sets compared to a decrease in all three in Dp1Tyb and Dp3Tyb hearts, suggesting that impaired proliferation may also play an important role in CHD. Changes in several other pathways, such as increased expression of inflammatory, interferon response and EMT genes, were also seen in the human and mouse embryonic hearts. Since changes in these pathways were seen in hearts from Ts1Rhr mice, they are not sufficient on their own to cause heart defects. However, they may also contribute to CHD pathology, in combination with the mitochondrial and proliferative deficits.

It remains unclear how defects in mitochondrial function and proliferation in most cardiac cells can cause localized defects in septation, rather than a broader cardiomyopathy. One possibility is that the cellular changes are relatively small and that they preferentially affect structures involved in septation such as the ventricular septum, the atrioventricular and outflow tract cushions or the dorsal mesenchymal protrusion. Further work is needed to understand the developmental defects in Dp1Tyb mouse hearts that lead to VSD and AVSD.

Mitochondrial dysfunction has been previously reported in DS (27–30). Human DS fibroblasts, astrocytes and neurons have impaired mitochondrial respiratory activity, decreased mitochondrial membrane potential and altered mitochondrial shape with smaller and more fragmented mitochondria (31–34). This dysfunction may underlie the neurological and cognitive impairment in DS, contributing to decreased neurogenesis and altered processing of APP, leading to deposition of Aβ amyloid and early-onset Alzheimer's disease. Our results show that a very similar mitochondrial phenotype is evident in embryonic cardiomyocytes from the Dp1Tyb mouse model of DS and suggest that mitochondrial dysfunction may play an important role in the cardiac pathology in DS. This commonality of mitochondrial impairment across multiple DS tissues has led to the interesting proposal that drugs that increase mitochondrial biogenesis or respiratory capacity may be promising therapeutic candidates for DS phenotypes, for example, for cognitive deficits (28–30). Our results suggest that a similar approach may ameliorate cardiac defects.

We previously reported that Dp3Tyb mouse embryos have CHD, but Dp4Tyb, Dp5Tyb and Dp6Tyb mouse embryos do not, implying that there must be at least two causative genes whose increased dosage leads to CHD (8). Since we have now shown that the Dp4Tyb region is not required for CHD (Fig. 5D), the causative genes must lie in the regions duplicated in Dp5Tyb and Dp6Tyb mice, with at least one causative gene in each region (the 2-locus hypothesis, fig. S6). Whereas in this study we have identified *Dyrk1a* as a causative gene within the Dp5Tyb region, the second causative gene, referred to as *GeneX*, is likely to be one of the six coding genes present in three copies in Dp3Tyb and Dp6Tyb mice but not Ts1Rhr mice (*Mx2, Tmprss2, Ripk4, Prdm15, C2cd2* and *Zbtb21*). None of these six genes has been previously implicated in the etiology of CHD. However, a study of DS individuals found that congenital hearts defects were associated with two short copy number variants located between *RIPK4* and *PRDM15* and within *ZBTB21* respectively, implicating this region in DS-CHD (35). In addition, a recent study of rare copy number variants associated with AVSD in the non-DS population identified several patients with an extra copy of regions of Hsa21 ranging from 10-21 Mb and spanning both regions that we have identified in this mouse study, and proposed *DYRK1A* as a candidate gene for CHD (36).

Increased dosage of *Dyrk1a* is necessary but not sufficient to cause the mitochondrial defects and CHD, since these are not seen in Ts1Rhr mouse embryonic hearts despite 3 copies of *Dyrk1a*. It is unclear how elevated DYRK1A activity, acting with the unknown other causative gene(s), causes mitochondrial changes and CHD. One possibility is that increased DYRK1A inhibits the function of NFAT transcription factors, since DYRK1A phosphorylates NFAT proteins leading to their nuclear exclusion (37), and mouse embryos deficient in both NFATc3 and NFATc4 have impaired mitochondrial function and defective cardiac development (38). Indeed, DYRK1A in collaboration with RCAN1, another Hsa21-encoded gene, negatively regulates NFAT proteins and overexpression of both genes in the developing mouse leads to failure of outflow tract valve elongation (37). Although these are not the same defects as seen in DS, which are usually defects in septation, it supports the view that DYRK1A, acting through NFAT proteins can perturb cardiac development. Alternatively, DYRK1A may affect mitochondrial function through the SIRT1 protein deacetylase, since DYRK1A binds to, phosphorylates and activates SIRT1 and overexpression of SIRT1 in cardiomyocytes impairs their mitochondrial respiration (39, 40). SIRT1 in turn may be acting through PGC1α (PPARGC1A), a regulator of mitochondrial biogenesis (41, 42).

Increased *Dyrk1a* dosage is also necessary for the impaired proliferation, potentially by phosphorylating Cyclin D proteins leading to their degradation. This would result in reduced CDK4/6 activity, decreased phosphorylation of RB1, reduced activity of E2F transcription factors and less expression of E2F target genes which are required for G1 to S phase transition. Our study supports such a mechanism. In agreement with this, overexpression of DYRK1A in the cardiomyocytes of adult mice leads to reduced amounts of CCND2, RB1 phosphorylation and RB1/E2F signaling and hence to impaired proliferation (20). Conversely, inhibition of DYRK1A or cardiomyocyte-specific deletion of the *Dyrk1a* gene leads to increased cardiomyocyte proliferation and cardiac hypertrophy in adult mice (43). DYRK1A has been shown to phosphorylate LIN52, leading to assembly of the repressive form of the DREAM complex which promotes entry into quiescence, providing another mechanism by which DYRK1A overexpression may regulate proliferation (44, 45).

DYRK1A phosphorylates many proteins (46, 47). For example, in addition to the substrates described above (NFAT, SIRT1, CCND2 and LIN52), DYRK1A phosphorylates the C-terminal domain of RNA polymerase II, Alternative Splicing Factor (ASF) and CAS9, thereby regulating transcription, splicing and apoptosis (48–51). Further studies are needed to determine whether any of these DYRK1A targets is involved in DYRK1A-induced CHD.

It has been proposed that the increased expression of interferon response genes in DS is caused by a third copy of four interferon receptor genes located on Hsa21 (52). Since these expression changes are also seen in Dp3Tyb and Ts1Rhr mouse hearts which do not have an extra copy of the interferon receptor genes, our results show that one or more of the 31 genes present in three copies in Ts1Rhr mice can also cause these inflammatory gene expression changes. A recent report has shown that a third copy of the interferon receptor genes causes CHD in DS (53). However, since Dp3Tyb mice that do not have an increased dosage of these genes show CHD (8), and Dp1Tyb*Dyrk1a*^+/+/-^ mice that still have three copies of the genes do not show CHD (this study), our results imply that increased dosage of the interferon receptor genes is neither necessary nor sufficient to cause CHD. Nonetheless it is possible that cardiac pathology results from a complex genetic interplay between *Dyrk1a*, the interferon receptor genes and other unknown causative genes.

This study has several limitations. It is unclear why Leucettinib-21 does not have a stronger effect on transcriptional changes in Dp1Tyb embryos, but possibilities include limited access of Leucettinib-21 to embryonic cardiac cells and pharmacokinetic issues such as a short half-life of the inhibitor in the embryo. Further work is needed to evaluate these issues. The work presented here shows that mitochondrial dysfunction and reduced cell proliferation correlate with congenital heart defects and that all three of these depend on a third copy of *Dyrk1a*, however the results do not prove that these cellular changes cause septation defects. Finally, the congenital heart defects are caused by increased dosage of at least two genes. In this study we have shown that one of these is *Dyrk1a*. Again, further work will be needed to identify the second causative gene.

We propose that CHD in DS arises in part from increased DYRK1A activity in cardiomyocytes leading to reduced proliferation and mitochondrial dysfunction (Fig. 8E). Furthermore, our systematic genetic mapping approach for dosage-sensitive genes can be used to identify causative genes and mechanisms responsible for the many other phenotypes of DS.

## Materials and Methods

### Study design

The aim of this study was to identify the genes that are necessary in three copies to cause congenital heart defects in DS, and to investigate how such increased dosage contributes to pathology. The study used the Dp1Tyb mouse model of DS in which embryos have heart defects similar to those seen in human DS. In addition, we also used tissue from human fetal hearts with DS, as well as euploid controls. Frozen human fetal hearts (13-14 pcw, 5 DS and 5 euploid age- and sex-matched samples) were obtained from the MRC-Wellcome Trust Human Developmental Biology Resource (HDBR) under appropriate ethical approval from the local Research Ethics Committees. UCL site REC reference: 18/LO/0822 – IRAS project ID: 244235 and Newcastle site REC reference: 18/NE/0290 – IRAS project ID: 250012. RNAseq was used to investigate transcriptional changes in human DS fetal hearts and in Dp1Tyb mouse embryonic hearts. Mitochondrial function and cell proliferation were measured in the mouse embryonic hearts. We used mouse genetics to identify one of the causative genes, *Dyrk1a*, and tested whether three copies of this gene were necessary to cause the transcriptional changes in Dp1Tyb embryonic hearts, as well as the changes in mitochondrial function and cell proliferation. Sample sizes were selected based on previous experience with similar methods. No randomization was performed. Investigators were blinded to genotype when scoring mouse embryonic hearts for the presence of heart defects. Human samples (DS and euploid) were balanced for age and sex. Mouse embryos were age-matched and mutant and control embryos were littermates. No samples were excluded from the study. Details on samples sizes representing biological replicates and statistical tests are detailed in figure legends and in the Statistical Analysis section of the Materials and Methods. Data are provided in Data file S1.

### Mice

Mice carrying the following alleles have been described previously: Dp(16Lipi-Zbtb21)1TybEmcf (Dp1Tyb), Dp(16Mir802-Zbtb21)3TybEmcf (Dp3Tyb), Dp(16Cbr1-Fam3b)1Rhr (Ts1Rhr), *Kcnj6*^tm1Stf^ (*Kcnj6*^-^), *Dyrk1a*^tm1Mla^ (*Dyrk1a*^-^), and *Dyrk1a*^tm2Yah^ (*Dyrk1a*^K188R^) (8, 25, 55–57). Dp1Tyb mice have been deposited with JAX (strain #037183). Mice with the Del(16Mir802-Vps26c)4TybEmcf (Del4Tyb) allele were generated using an in vivo Cre-mediated recombination strategy by breeding female mice containing the *Hprt*^tm1(cre)Mnn^ allele (58) and two loxP sites located in trans configuration on Mmu16 at the boundaries of the desired deletion, to C57BL/6J males. Cre activity in the female germline from the *Hprt*^tm1(cre)Mnn^ allele resulted in occasional pups (5.3%) with recombination between the loxP sites generating the Del4Tyb deletion. Mice carrying the loxP sites were derived from targeting ES cells with MICER vectors MHPN219l02 (16:92850909 – 16:92859345 Mb, coordinates from mouse genome assembly GRCm39), located between *Runx1* and *Mir802*, and MHPP432c09 (16:94339475 – 16:94347709 Mb), located between *Vps26c* and *Dyrk1a* as previously described (8). The integrity of the Del4Tyb mutation was validated by comparative genome hybridization (fig. S4A). ES cells carrying the *Setd4*^tm1a(KOMP)Wtsi^ allele (59) were obtained from the International Knockout Mouse Consortium and used to establish a mouse strain which was bred first to Tg(CAG-Flpo)1Afst mice (60) which express Flp in the germline to delete LacZ and Neo genes, generating mice with the *Setd4*^tm1c(KOMP)Wtsi^ (*Setd4*^fl^) allele in which exon 6 (ENSMUSE00001268769) is flanked by loxP sites. These in turn were bred to Tg(Prm-cre)70Og mice (61) expressing Cre in the male germline to generate mice bearing the *Setd4*^tm1d(KOMP)Wtsi^ (*Setd4*^-^) allele in which exon 6 had been deleted. Mice with the *Mir802*^em1Tyb^ (*Mir802*^-^) allele were generated by direct injection of Cas9 and 2 guide RNAs (5’-TCTACATAACCTACCGACTGCGG-3’ and 5’-ACGCCCTCCGAGGACACCCCAGG-3’) into mouse zygotes to generate a 141 bp deletion (16:93166602 - 16:93166742) of the *Mir802* gene. Since both Dp1Tyb and *Dyrk1a*^+/-^ mice are poor breeders, we found it impossible to breed sufficient numbers of Dp1Tyb*Dyrk1a*^+/+/-^ mice (nomenclature indicates mice with two WT alleles of *Dyrk1a* and one deleted allele) by simply intercrossing these strains. To overcome this, rare mice bearing both the Dp1Tyb and *Dyrk1a*^-^ alleles were crossed to C57BL/6J mice and a pup was identified where a crossover had brought the two alleles onto the same chromosome. The resulting Dp1Tyb*Dyrk1a*^+/+/-^ mice bred well and were maintained as a separate strain, with WT littermate embryos used as controls. RNAseq analysis confirmed that one *Dyrk1a* allele had a deletion of exons 7 and 8 (fig. S4B). All mice were bred and maintained on a C57BL/6J background (backcrossed for ≥ 10 generations), initially at the MRC National Institute for Medical Research and then at the Francis Crick Institute. All animal experiments were carried out under the authority of a Project Licence granted by the UK Home Office, and were approved by the Animal Welfare Ethical Review Body of the Francis Crick Institute. Numbers of protein-coding genes in different mouse strains were determined using the Biomart function in Ensembl on mouse genome assembly GRCm39, filtering for protein-coding genes, excluding three genes: ENSMUSG00000116933 which is a partial transcript for *Atp5o* (ENSMUSG00000022956), *Gm49711*, which is an alternatively spliced form of *Mrps6*, and *Gm49948* which is a fusion transcript of some exons from *Igsf5* and *Pcp4*. Note that the numbers of duplicated coding genes in the Dp strains have changed since our original publication (8), due to changes in gene annotation.

### Statistical analysis

Statistical analysis of differential gene expression in RNAseq data was performed using the DESeq2 package. The significance threshold for the identification of differentially expressed genes, corrected for multiple testing, was set as an adjusted *P*-value <0.05. Gene set enrichment analysis was carried out with the GSEA software, calculating a normalized enrichment score and a false discovery rate (FDR). An FDR <0.05 was considered significant. Statistical analysis of proteomic data was carried out using a Welch t-test to evaluate the significance of differences between samples of the two genotypes, generating an FDR corrected *P*-value; a *P*-value of <0.05 was considered significant. Other data were analyzed using Fisher's exact test, a two-sided Mann Whitney test or Kruskal-Wallis test as detailed in figure legends. A *P*-value of <0.05 was considered significant.

## Supplementary Material

Data file S1

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

Table S10

Supplementary Materials and Methods

## Figures and Tables

**Figure 1:**
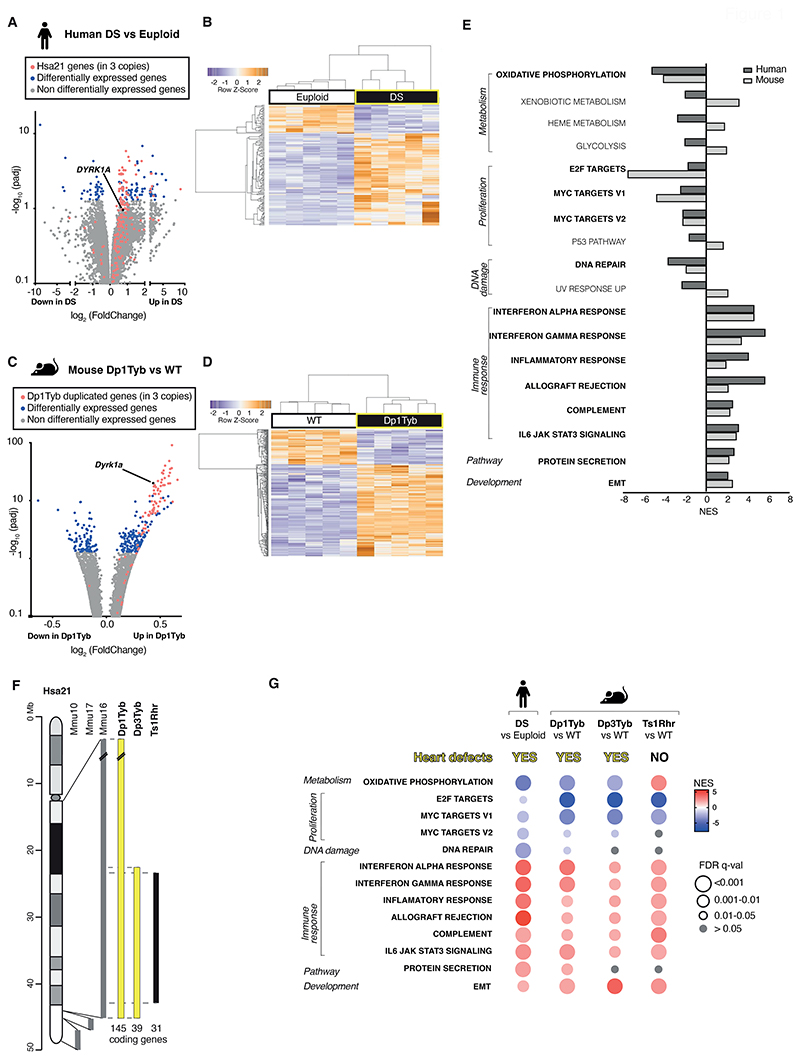
Transcriptomic similarities in embryonic hearts from human fetuses with DS and mouse models of DS. (**A, B**) RNAseq analysis of human DS and euploid embryonic hearts (13-14 post-conception weeks, *n*=5), showing (A) a volcano plot of fold-change in gene expression (DS versus euploid) against adjusted *P*-value for significance of the difference, showing Hsa21 genes (red), differentially expressed genes (blue), and *DYRK1A* (black) (B) unsupervised hierarchical clustering of the 10 samples showing heatmap of differentially expressed genes (**C, D**) RNAseq analysis of E13.5 hearts from WT and Dp1Tyb embryos (*n*=5) showing (C) a volcano plot as in A, indicating genes in 3 copies in Dp1Tyb mice (red), differentially expressed genes (blue), and *Dyrk1a* (black) and (D) hierarchical clustering of the samples as in B. (**E**) Hallmark gene sets from the Molecular Signatures Database that are significantly enriched or depleted (GSEA, ≤5% FDR) in both human DS and Dp1Tyb mouse hearts; NES, normalized enrichment scores. Gene sets showing the same direction of change in human and mouse data are indicated in bold. (**F**) Map of Hsa21 (length in Mb) showing cytogenetic bands and regions of orthology to Mmu10, Mmu17 and Mmu16 (grey) and indicating regions of Mmu16 that are duplicated in mouse strains (bold) that show CHD (yellow) and that do not (black); numbers of coding genes indicated below duplicated regions. (**G**) Comparison of dysregulated gene sets determined by GSEA of RNAseq data from human DS versus euploid embryonic hearts and in hearts from Dp1Tyb, Dp3Tyb and Ts1Rhr mouse embryos compared to WT controls. All show heart defects except Ts1Rhr mice. Colors and sizes of circles indicate NES and FDR q-value, respectively.

**Figure 2:**
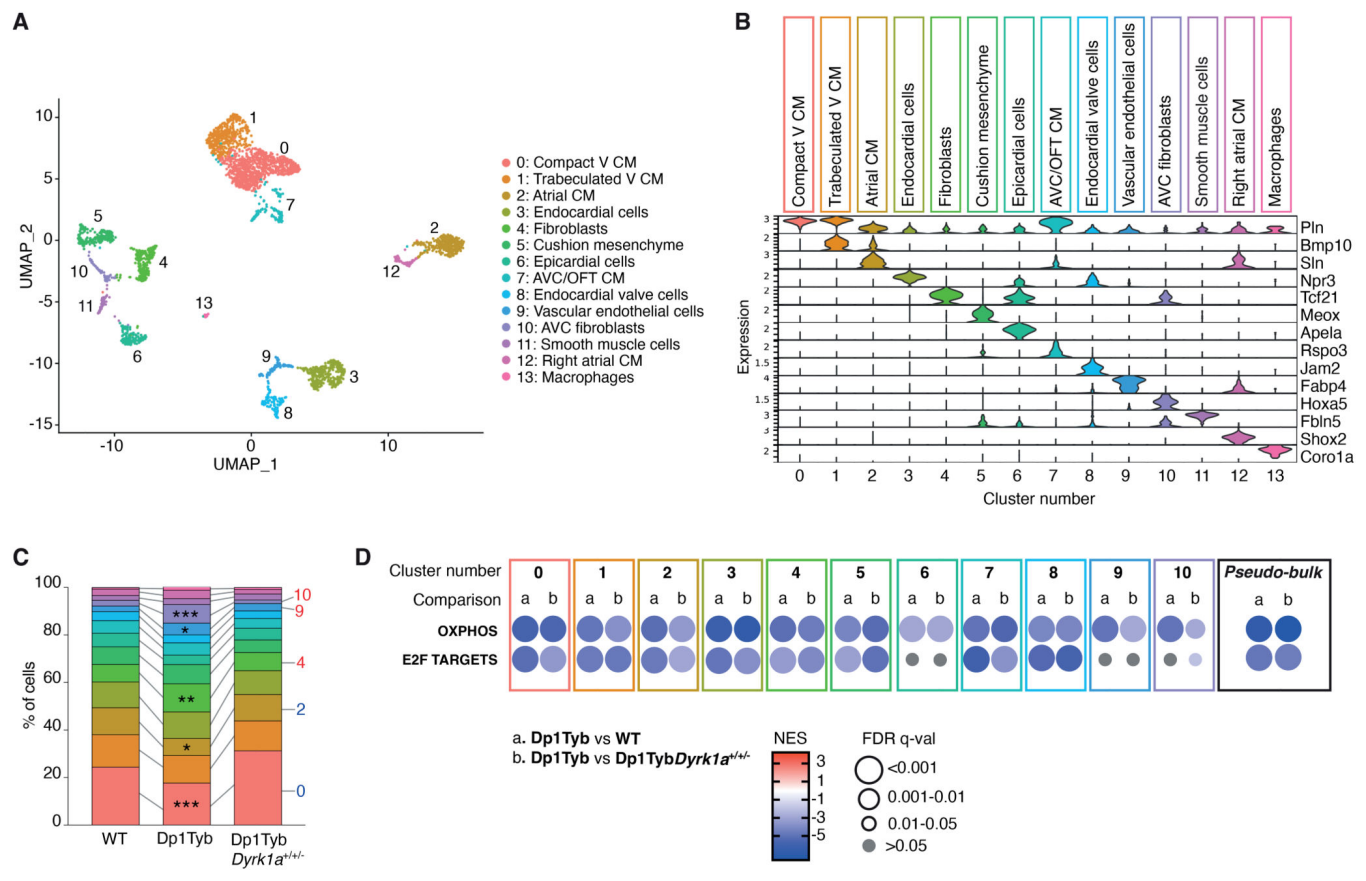
scRNAseq reveals similar gene expression changes across different cell types in Dp1Tyb mouse embryonic hearts. (**A**) Uniform Manifold Approximation and Projection (UMAP) clustering of scRNAseq data pooled from WT, Dp1Tyb and Dp1Tyb*Dyrk1a*^+/+/-^ E13.5 mouse hearts. Each dot represents a single cell; colors indicate 14 clusters whose identity was inferred based on expression of markers genes. V, ventricular; CM, cardiomyocytes; AVC, atrioventricular canal; OFT, outflow tract. (**B**) Violin plots showing the expression of representative marker genes across the 14 clusters; Y-axis shows the log-scale normalized read count. (**C**) Stacked column plot showing the percentage of cells in each of the 14 cell populations, colored according to cluster designation. Clusters with significantly altered percentages in Dp1Tyb hearts compared to WT are indicated; Fisher's exact test, * 0.01 < *P* < 0.05, ** 0.001 < *P* < 0.01, *** *P* < 0.001. **(D)** GSEA of Dp1Tyb versus WT (a) or Dp1Tyb versus Dp1Tyb*Dyrk1a*^+/+/-^ (b) scRNAseq data from the 11 most abundant clusters analyzed individually and pooled (pseudo-bulk), showing key pathways and their NES. Colors and sizes of circles indicate NES and FDR q-value, respectively. Sample numbers: *n*=2 WT, 1 Dp1Tyb, 2 Dp1Tyb*Dyrk1a*^+/+/-^ embryonic hearts.

**Figure 3:**
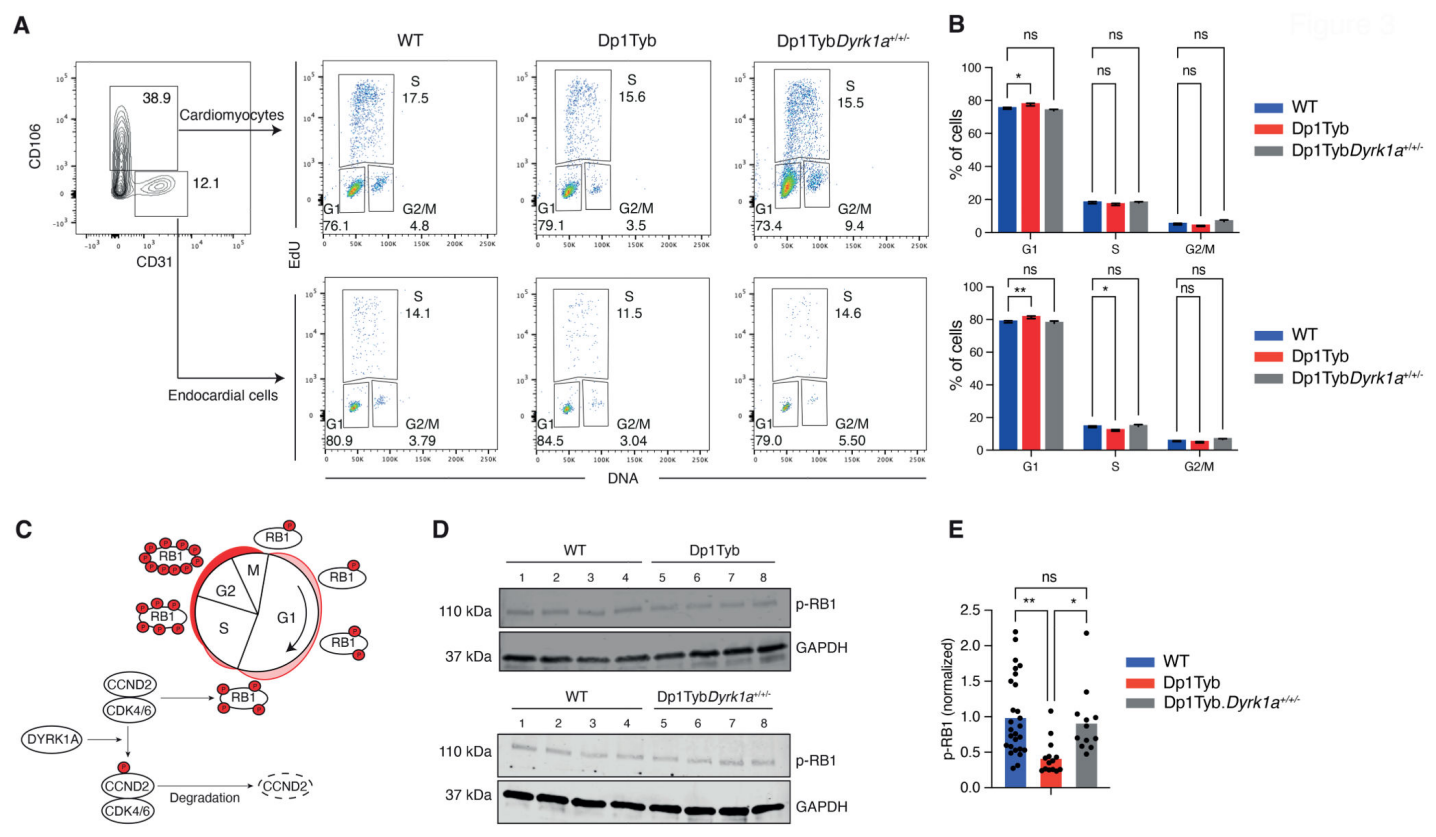
Proliferative defects in Dp1Tyb embryonic hearts. (**A**) Flow cytometric analysis of freshly isolated embryonic mouse hearts pulsed with EdU. EdU and DNA content of cardiomyocytes (CD106^+^CD31^-^) and endocardial cells (CD106^-^ CD31^+^) were used to distinguish cells in G1, S and G2/M phases. Numbers indicate percentage of cells in gates. (**B**) Mean (±SEM) percentage of cells in each cell cycle phase taken from data as in A. *n*=38 WT, 14 Dp1Tyb, 12 Dp1TybDyrk1a^+/+/-^ embryonic mouse hearts. (**C**) Diagram showing how DYRK1A may regulate the cell cycle. Cyclin D2 (CCND2) in complex with CDK4/6 phosphorylates RB1 promoting cell cycle progression. DYRK1A phosphorylates CCND2 leading to its degradation thereby causing reduced CDK4/6 activity, reduced RB1 phosphorylation and impaired cell cycle progression. (**D**) Representative immunoblot analysis of lysates from WT, Dp1Tyb and Dp1Tyb*Dyrk1a*^*+/+/-*^ E13.5 embryonic hearts probed with antibodies to phospho-RB1 (p-RB1) and GAPDH. Each lane represents an individual embryonic heart. (**E**) Mean p-RB1 abundance determined by immunoblots such as those in D, normalized to GAPDH and to the mean of WT samples which was set to 1. Dots represent individual embryos. *n*=27 WT, 14 Dp1Tyb, 12 Dp1TybDyrk1a^+/+/-^ embryonic hearts. Statistical significance was calculated using a Kruskal-Wallis test; * 0.01 < *P* < 0.05, ** 0.001 < *P* < 0.01; ns, not significant.

**Figure 4:**
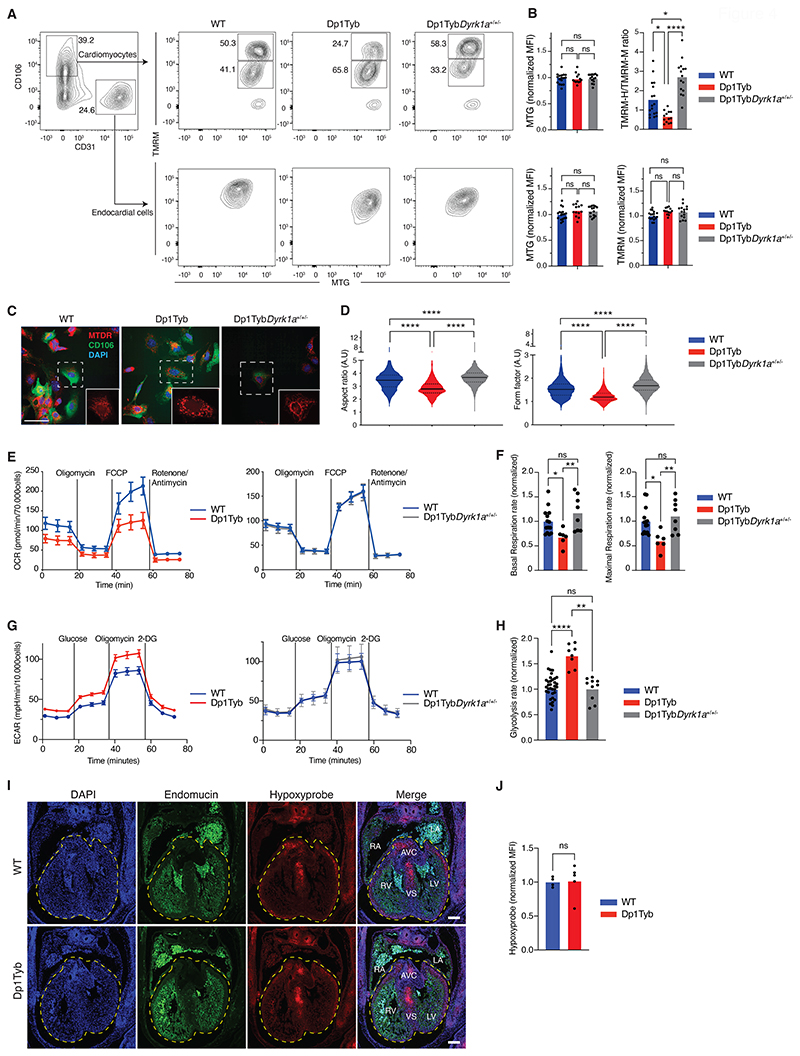
Mitochondrial defects in Dp1Tyb mouse embryonic cardiomyocytes. (**A**) Flow cytometric analysis showing gating strategy used to measure mitochondrial mass (MTG) and mitochondrial potential (TMRM) in cardiomyocytes (CD106^+^CD31^-^) and endocardial cells (CD106^-^CD31^+^) from E13.5 mouse embryonic hearts of the indicated genotypes. Cardiomyocytes were subdivided into cells that have a high (TMRM-H) and medium (TMRM-M) potential. Numbers indicate percentage of cells in gates. (**B**) Mean fluorescence intensity (MFI) of MTG and TMRM in endocardial cells and of MTG in cardiomyocytes normalized to the average of WT samples which was set to 1. For cardiomyocytes mitochondrial potential was measured using a TMRM-H/TMRM-M ratio. Dots represent individual embryos. *n*=17 WT, 13 Dp1Tyb, 15 Dp1TybDyrk1a^+/+/-^ embryonic hearts. (**C**) Representative confocal microscopy images of cells from E13.5 mouse hearts of the indicated genotypes showing staining with MitoTracker Deep Red (MTDR – mitochondria, red), anti-CD106 (cardiomyocytes, green) and DAPI (blue). Images show a maximum projection of Z-stacks from 0 to 3 μm with a step size of 1 μm. Insets are enlarged images of the region in the dashed square showing the mitochondrial network. Scale bar 50 μm. (**D**) Violin plots of mitochondrial aspect ratio and form factor in cardiomyocytes (CD106^+^) determined from images such as those in C (fig. S3A, B). Aspect ratio and form factor are measures of distortion from circularity and degree of branching, respectively (54). Black lines indicate median, dotted lines indicate 25th and 75th centiles. *n*=25 WT, 10 Dp1Tyb, 17 Dp1TybDyrk1a^+/+/-^ mouse embryonic hearts. (**E**) Mean±SEM oxygen consumption rate (OCR) in E13.5 mouse heart cells from embryos of the indicated genotypes analyzed using a Seahorse analyzer with oligomycin (ATP synthase inhibitor), FCCP (depolarizes mitochondrial membrane potential), and rotenone and antimycin (complex I and III inhibitors) added at the indicated times. Basal respiration rate was calculated from the mean of the first three measurements, maximal respiration rate from the three time points after addition of FCCP. (**F**) Mean basal and maximal respiration rates of E13.5 mouse heart cells normalized to the mean rates in WT hearts. Dots represent individual embryos. *n*=14 WT, 6 Dp1Tyb, 8 Dp1Tyb*Dyrk1a*^+/+/-^ embryonic hearts. (**G**) Mean±SEM extracellular acidification rate (ECAR) in E13.5 mouse heart cells from embryos of the indicated genotypes analyzed using a Seahorse analyzer with glucose, oligomycin (ATP synthase inhibitor) and 2 deoxy-glucose (2-DG, competitive inhibitor of glucose) added at the indicated times. Glycolysis rate was calculated as the difference between the mean ECAR of the three measurements before and after glucose injection. (**H**) Mean glycolysis rates of E13.5 mouse heart cells normalized to the mean rates in WT hearts. Dots represent individual embryos. *n*=35 WT, 8 Dp1Tyb, 10 Dp1TybDyrk1a^+/+/-^ embryonic hearts. (**I**) Representative images of sections of E13.5 mouse hearts of the indicated genotypes showing a 4-chamber view stained with anti-Endomucin (endothelial cells, green), anti-Hypoxyprobe (hypoxia, red) and DAPI (blue). Dashed line indicates a region of interest (ROI) encompassing the ventricles and the atrioventricular cushions. Scale bar 200 μm. (**J**) MFI of anti-Hypoxyprobe in ROI determined from images such as those in I. *n*=4 WT, 6 Dp1Tyb mouse embryonic hearts. Dots represent individual embryos. LV, left ventricle; RV, right ventricle; LA, left atrium; RA, right atrium; AVC, atrioventricular cushion; VS, ventricular septum. Statistical significance was calculated using a Kruskal-Wallis (B, D, F, H) or Mann Whitney test (J), * 0.01 < *P* < 0.05, ** 0.001 < *P* < 0.01, **** *P* < 0.0001; ns, not significant.

**Figure 5:**
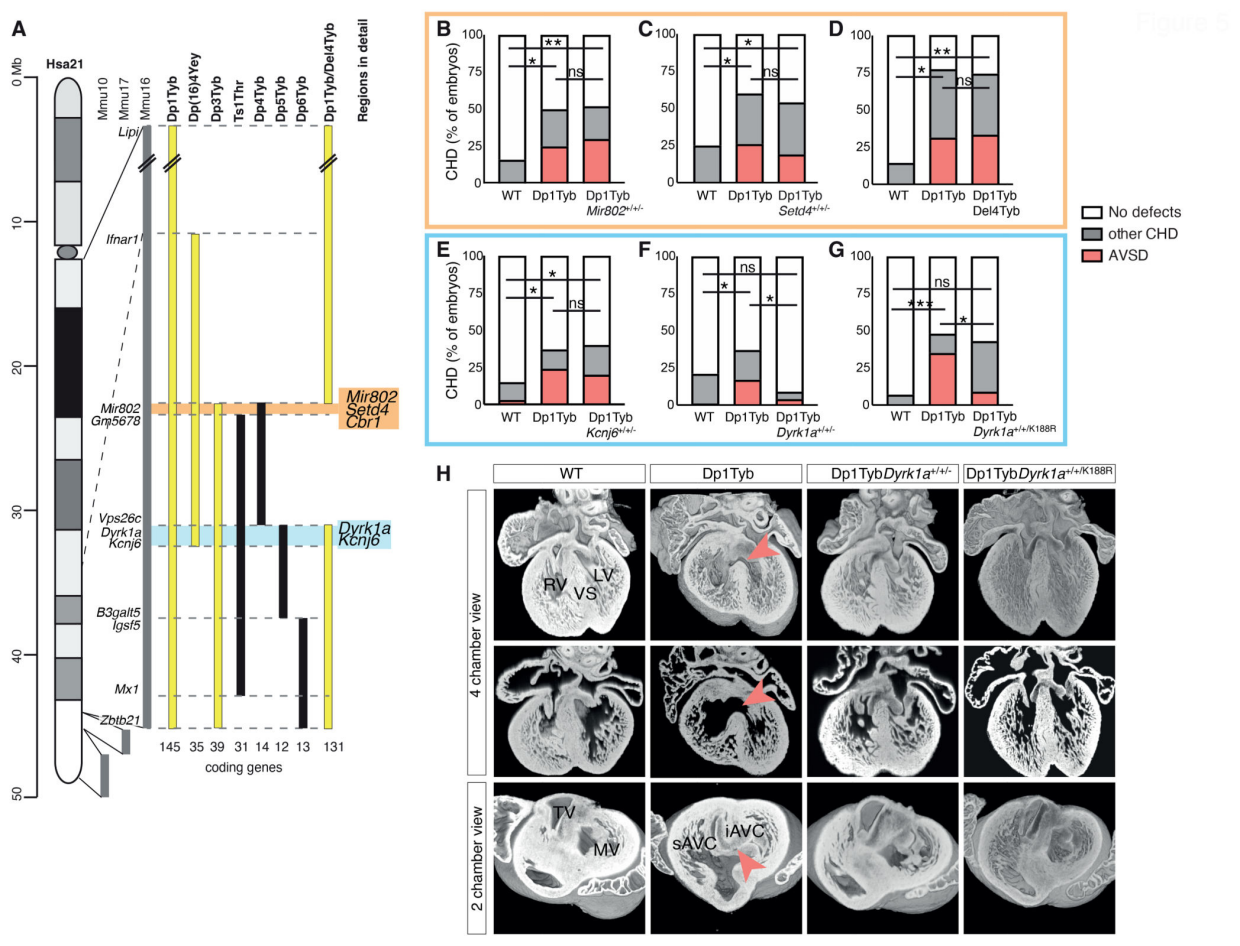
Three copies of *Dyrk1a* are necessary to cause heart defects. (**A**) Map of Hsa21 showing regions of orthology to Mmu10, Mmu17 and Mmu16 (grey) and indicating regions of Mmu16 that are duplicated in mouse strains that show CHD (yellow) and in those that do not (black); genes at boundaries of these duplications are indicated next to the Mmu16 map; numbers of coding genes indicated below duplicated regions. Two genetic intervals containing 3 and 2 candidate genes for CHD are indicated in orange and blue, respectively. (**B-G**) Graphs of percentage of CHD in E14.5 mouse embryonic hearts from the indicated mouse models, indicating the frequency of AVSD and other CHD, which are predominantly VSDs and occasionally outflow tract defects such as overriding aorta. The orange and blue boxes highlight the genes found in the 2 candidate regions. The cross of Dp1Tyb to Del4Tyb was used to determine if 3 copies of *Cbr1* are required for heart defects. Numbers of embryonic hearts analyzed: (B) WT (*n*=25), Dp1Tyb (*n*=20), Dp1Tyb*Mir802*^+/+/-^ (*n*=27) hearts with two copies of *Mir802*; (C) WT (*n*=24), Dp1Tyb (*n*=23), Dp1Tyb*Setd4*^+/+/-^ (*n*=26) hearts with two copies of *Setd4*; (D) WT (*n*=7), Dp1Tyb (*n*=13), Dp1TybDel4Tyb (*n*=15) hearts with two copies of the region deleted in Del4Tyb; (E) WT (*n*=34), Dp1Tyb (*n*=41), Dp1Tyb*Kcnj6*^+/+/-^ (*n*=30) hearts with two copies of *Kcnj6*; (F) WT (*n*=91), Dp1Tyb (*n*=86), Dp1Tyb*Dyrk1a*^+/+/-^ (*n*=23) hearts with two copies of *Dyrk1a*; (G) WT (*n*=30), Dp1Tyb (*n*=23), Dp1Tyb*Dyrk1a*^+/+/K188R^ (*n*=44) hearts with two WT and one kinase-inactive allele of *Dyrk1a*. Fisher's exact test, * 0.01 < *P* < 0.05, ** 0.001 < *P* < 0.01, *** *P* < 0.001 for difference in number of total CHD, except for Dp1Tyb*Dyrk1a*^+/+/K188R^ cohort, where statistics were calculated for number of AVSD; ns, not significant. (**H**) 3 Dimensional high resolution episcopic microscopy (HREM) rendering of WT, Dp1Tyb, Dp1Tyb*Dyrk1a*^+/+/-^ and Dp1Tyb*Dyrk1a*^+/+/K188R^ mouse hearts, eroded to show an anterior four-chamber view (top and middle) and a two-chamber view (bottom) seen from the atria at the level of the atrioventricular canal. Top and bottom rows show eroded 3D views, middle row shows 2D sections at the same level as shown in the top row. Red arrowheads indicate VSD (top, middle) or AVSD (bottom). iAVC, inferior atrio-ventricular cushion; LV, left ventricle; MV, mitral valve; RV, right ventricle; sAVC, superior atrio-ventricular cushion; TV, tricuspid valve; VS, ventricular septum.

**Figure 6:**
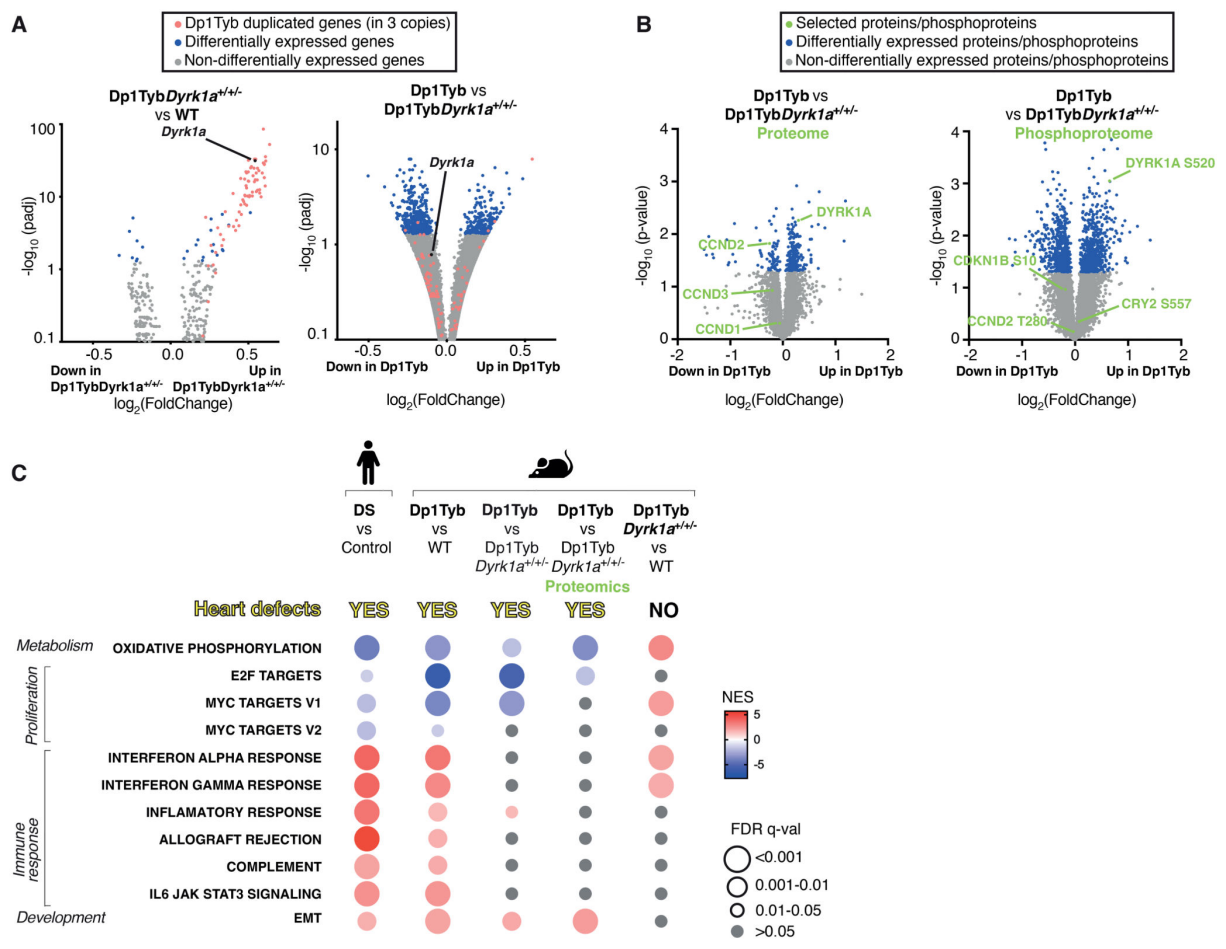
Increased dosage of *Dyrk1a* causes key transcriptional changes in Dp1Tyb mouse embryonic hearts. (**A**) Volcano plots showing fold-change in gene expression in E13.5 mouse embryonic hearts, Dp1Tyb*Dyrk1a*^+/+/-^ versus WT (left) and Dp1Tyb versus Dp1Tyb*Dyrk1a*^+/+/-^ (right), plotted against adjusted *P*-value for significance of the difference. Genes present in three copies in Dp1Tyb mice (red) and differentially expressed genes (blue) and *Dyrk1a* (black) are indicated. (**B**) Volcano plots showing fold-change in abundance of proteins and phosphorylated sites in Dp1Tyb versus Dp1Tyb*Dyrk1a*^+/+/-^ E13.5 hearts. DYRK1A, CCND1, CCND2 and CCND3 are indicated in green on the proteome plot (left); phosphorylated sites known to be DYRK1A targets and an autophosphorylation site on DYRK1A are indicated in green on the phosphoproteome plot (right). (**C**) Comparison of dysregulated pathways determined by GSEA of RNAseq and proteomic experiments. Colors and sizes of circles indicate NES and FDR q-value, respectively. Sample numbers: *n*=5 embryonic hearts.

**Figure 7:**
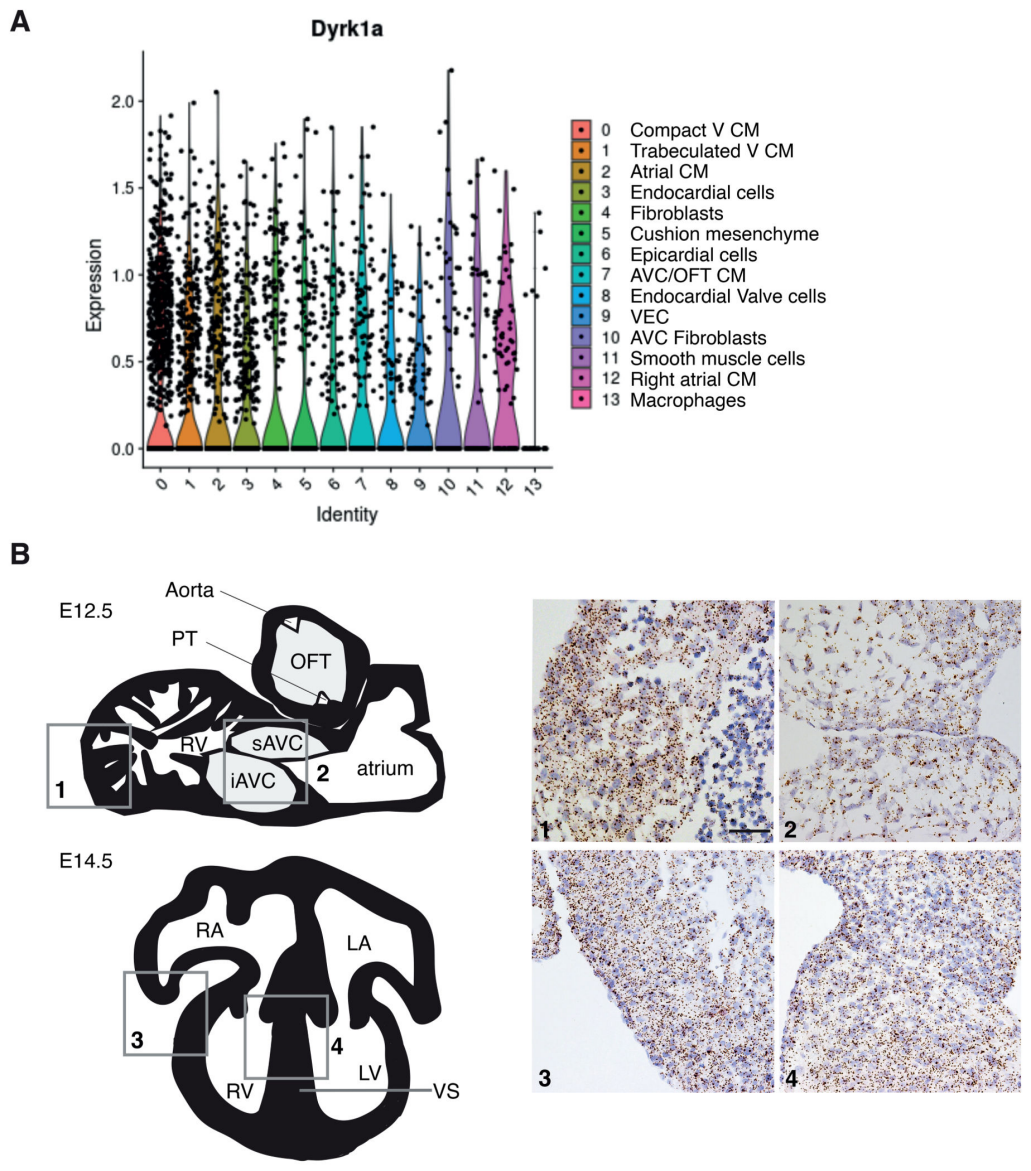
*Dyrk1a* expression in a broad range of cell types in the developing mouse heart. **(A)** Violin plots showing expression of *Dyrk1a* in mouse E13.5 hearts across 14 cell clusters identified in Fig. 2B. Dots indicate single cells. Sample numbers: *n*=5 embryonic hearts. (**B**) Left, schematic illustrations of a sagittal section (top) of an E12.5 mouse heart and a 4-chamber view (bottom) of an E14.5 heart. Right, RNAscope analysis of *Dyrk1a* expression (brown dots) in sections of the right ventricle myocardial wall (1) and atrioventricular cushions (2) at E12.5 and right ventricular myocardial wall (3) and ventricular septum (4) at E14.5; sections were counterstained with hematoxylin (blue). Scale bar 50 μm. iAVC, inferior atrioventricular cushion; LA, left atrium; LV, left ventricle; OFT, outflow tract; PT, pulmonary trunk; RA, right atrium; RV, right ventricle; sAVC, superior atrioventricular cushion; VS, ventricular septum.

**Figure 8:**
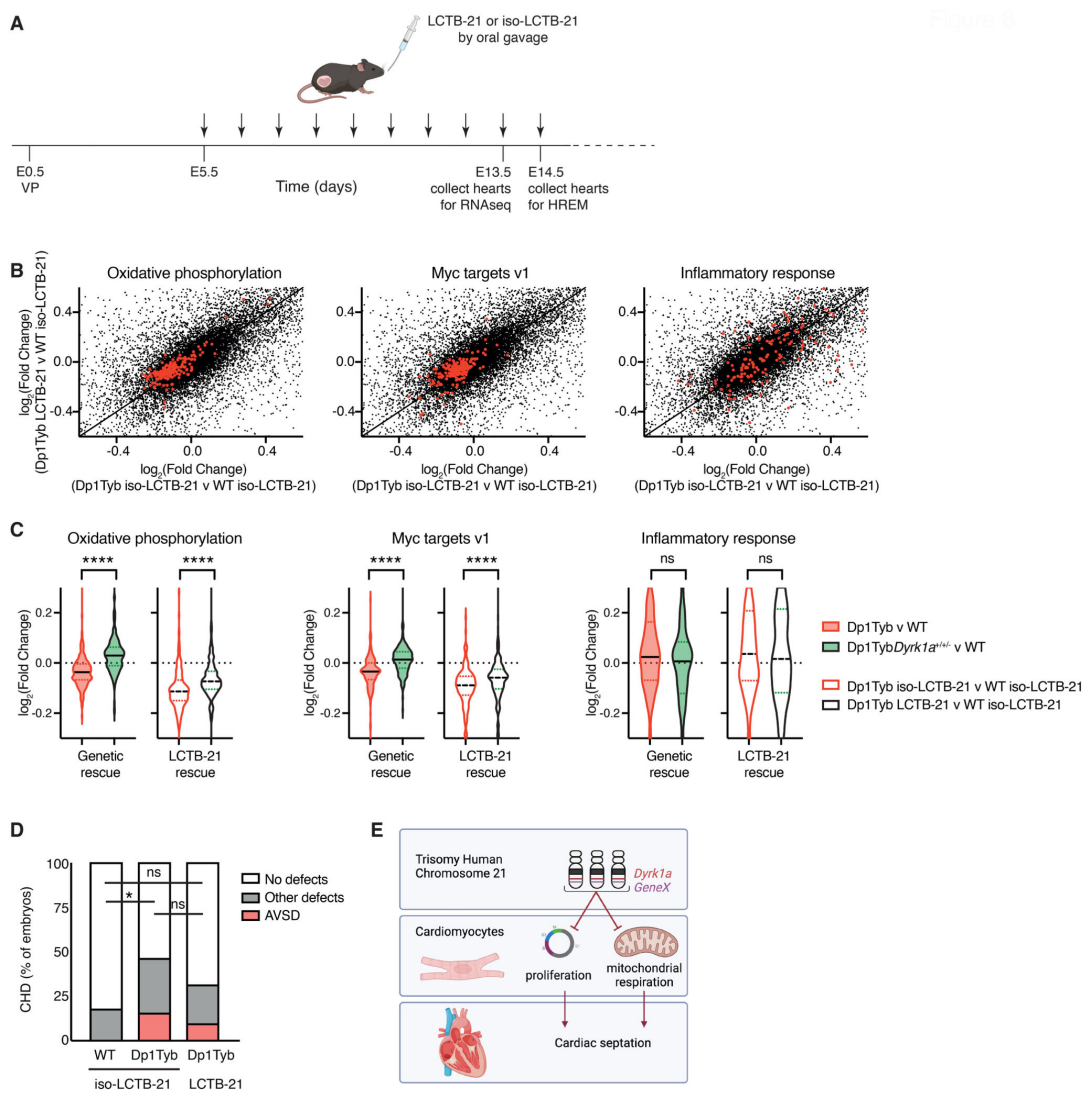
Pharmacological inhibition of Dyrk1a partially rescues CHD in the Dp1Tyb mouse model of DS. (**A**) C57BL/6J females that had been mated with Dp1Tyb males, were treated daily (vertical arrows) by oral gavage with Leucettinib-21 (LCTB-21) or iso-Leucettinib-21 (iso-LCTB-21) from 5 days after vaginal plug (VP) was found (embryonic day 0.5, E0.5). Embryos were collected at E13.5 for RNAseq, or at E14.5 for HREM. (**B**) Scatter plots comparing the log_2_(fold-change) (Log2FC) of mRNA expression for all genes (black) for Dp1Tyb versus WT embryos both treated with iso-LCTB-21 or Dp1Tyb embryos treated with LCTB-21 versus WT embryos treated with iso-LCTB-21. Genes from the Hallmark genesets for Oxidative Phosphorylation (left), Myc targets V1 (middle) and inflammatory response (right), are highlighted in red. *n*=5 for each condition. (**C**) Violin plots showing the Log2FC of expression of the same genesets as in B, Oxidative Phosphorylation (left), Myc targets V1 (middle), and inflammatory response (right), for the following comparisons: untreated Dp1Tyb versus WT, untreated Dp1TybDyrk1a^+/+/-^ versus WT, Dp1Tyb treated with iso-LCTB-21 versus WT treated with iso-LCTB-21 and Dp1Tyb treated with LCTB-21 versus WT treated with iso-LCTB-21. Black lines indicate median, dotted lines indicate 25th and 75th centiles. Dotted line at 0 indicates no change. *n*=5 for each condition. (**D**) Graph of percentage of CHD in E14.5 mouse embryonic hearts from the indicated models. Number of hearts analyzed: WT (*n*=34) and Dp1Tyb (*n*=26) treated with iso-LCTB-21, and Dp1Tyb treated with LCTB-21 (*n*=32). (**E**) Three copies of *Dyrk1a* and a second unknown gene (*GeneX*) lead to impaired proliferation and mitochondrial respiration in cardiomyocytes which is required for correct septation of the heart. Created in Biorender. Statistical tests were carried out with a Kruskal-Wallis (C) or Fisher's exact (D) test; * 0.01 < *P* < 0.05, **** *P* < 0.0001; ns, not significant.

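For the untreated hearts of the panel, the median log2 fold change over the genes of each set that were tested was -0.0045 for oxidative phosphorylation, -0.0226 for Myc targets V1 and 0.0122 for the inflammatory response in Dp1Tyb versus WT hearts. In Dp1TybDyrk1a+/+/- versus WT hearts it was -0.0053, 0.0019 and 0.0021. These values use all 10 WT hearts and the deposited scale, where the panel has 5 hearts per condition. The paper's median for oxidative phosphorylation in Dp1TybDyrk1a+/+/- versus WT hearts is above 0. In Dp1Tyb hearts 144 of the 194 Myc targets V1 genes and 109 of the 194 oxidative phosphorylation genes had a log2 fold change below 0, and 87 of the 138 inflammatory response genes had one above 0. In Dp1TybDyrk1a+/+/- hearts these numbers were 93, 105 and 72. The pooled SD of the mean over a set between hearts in the comparison of Dp1Tyb with WT was 0.0351 for oxidative phosphorylation, 0.0151 for Myc targets V1 and 0.0101 for the inflammatory response.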

## Data Availability

All data associated with this study are present in the paper or supplementary materials. Dp1Tyb mice are available from JAX (strain #037183). Dp1Tyb and Dp3Tyb mice are available from the European Mouse Mutant Archive. Mice carrying the Del4Tyb, *Setd4*^tm1d(KOMP)Wtsi^ and *Mir802*^em1Tyb^ alleles are available on request to the corresponding author under an MTA. All bulk and single-cell RNAseq data have been deposited in the Gene Expression Omnibus, accession code: GSE196447. Mass spectrometry proteomic data have been deposited in the ProteomeXchange through the PRIDE partner repository, dataset identifier: PXD013053.

How the deposited data were processed for this re-analysis (not part of the article)

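RNA from 20 whole mouse embryonic hearts at E13.5 was sequenced as mRNA libraries. Of these hearts 10 were WT, 5 were Dp1Tyb and 5 were labelled Dp1TybDyrk1a+/+/-. Each heart is a separate embryo, and the labels give the genotype and a running number of each library. The library names give the sequencing lane, which was 3, 6 or 7.

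The authors deposited 1 table of log2-transformed normalized counts, with a value for each of 48795 Ensembl genes in each of the 20 hearts. The authors normalized the libraries for size over all 20 hearts before depositing the values, which run from -2.31 to 18.97. The spread between hearts shrinks towards 0 at low values, as a regularized log2 transformation gives. The paper's text does not name this transformation. The aligner, the counting tool and the strand setting are also not named in the text. The paper's Supplementary Materials and Methods were not read here. The authors tested differential expression with DESeq2 at an adjusted P-value under 0.05. That tool needs counts, so limma was used here on the deposited log2 values in its place. Genes at 0 in every heart numbered 19473, and the other 29322 genes varied. Columns given to no sample numbered 0.

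Read totals were not analysed here, so the depth of each library is unknown, and no counting interval was given for any value. The precision rests on the spread between hearts. The values of weakly expressed genes lie close to the mean of the gene, so their log2 fold changes are probably understated. Log2 fold changes of strongly expressed genes such as Dyrk1a, with a mean log2 value of 11.547, were also smaller than the paper's. For the three-copy genes, the values argue against the choice of WT hearts as the reason. The mean over the 96 genes lay between 8.509 and 8.523 in all 10 WT hearts. For Dyrk1a the Dp1Tyb mean was 11.689 and the lowest WT heart 11.283, too close to reach the paper's value. With 1 mean per genotype, the log2 fold change from limma is the difference of the group means. How much of the smaller fold changes the transformation accounts for was not tested. The table does not separate reads shared between a gene and a near-identical copy, and genes on opposite strands that overlap were treated as deposited.

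Gene names came from GENCODE M39 for 44565 genes and from the paper's tables for 105 more, and 4125 genes had no name. All coordinates are those of GRCm39. The paper's tables give starts that differ from GRCm38.p6 by a median of 9 bases and from GRCm39 by a median of 138061 bases over 4448 genes compared, so none of their coordinates were used. Three-copy genes were those from Lipi to Zbtb21 on chromosome 16, with 1 gene of the table placed there by the paper's tables alone.

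Genes with a mean normalized count of at least 10 over the 20 hearts, 15304 in all, were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, 1 mean per genotype, all 20 hearts in the same fit). The threshold was a Benjamini-Hochberg adjusted P-value under 0.05. The 3 comparisons were Dp1Tyb versus WT, Dp1TybDyrk1a+/+/- versus WT and Dp1Tyb versus Dp1TybDyrk1a+/+/-. The paper compares each mutant group with 5 WT littermates, and the labels do not give the litters, so all 10 WT hearts entered each comparison with WT. The 5 gene sets were the Hallmark sets whose members the paper lists. Of the names listed, 7 matched no gene of the table. Preranked enrichment used fgsea 1.28.0 with the moderated t as ranking and gseaParam 0, adjusted over the 5 sets within each comparison. A score of each set per heart was the mean log2 value over its tested genes. Scores were compared by exact two-sided permutation tests of the hearts, with Benjamini-Hochberg adjustment over 15 tests of 5 sets in 3 comparisons. Lane was examined by repeating each difference within lanes, by a fit with lane as a covariate and by exchanging labels only within lanes. Hearts were clustered by Euclidean distance and complete linkage on the 500 most variable genes, cut into 2 clusters. Sequences were compared with blastn 2.17.0. The other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

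Genes were named by a rule. It takes Dyrk1a, the genes the paper names, the genes of the cell cycle term of Table S9, genes expressed by embryo sex, and for each comparison up to 5 increased and 5 decreased genes with the largest log2 fold change among those past the threshold, outside the duplicated region and with no overlap between the hearts of both groups. Dyrk1a, the genes with the largest changes and the cell cycle genes were followed through the alternatives. Some of them are given with values, and others by name only or in a count. A result for 1 gene that the rule takes is not reported here. The Hallmark sets, the three-copy region and the cell cycle genes were taken from the paper.

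The fits were tested on simulated data of 15304 genes with the residual spread of these hearts. Of 200 genes shifted by 0.3, all with a mean normalized count of at least 100, 180 were called, 0 of them with the wrong sign. Apart from these and the E2F targets, which were shifted as a set, 7 genes were called. In a comparison with no shifted gene, 0 genes were called. A simulated shift of the E2F targets by -0.06 gave a NES of -9.9, and the farthest NES from 0 among sets that were not shifted was 1.28. The simulated genes varied independently of each other. The value of 1.28 therefore does not show how far sets of correlated genes move without a shift.

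The alternatives tried were other filters on low values, other normalizations, other settings of limma, weights per heart, lane as a covariate, other enrichment settings, another test of the sets and leaving out each heart in turn. Xist as a covariate was added after the data were seen. For each count of genes and each enrichment, 100 splits of the same hearts into groups of the same sizes were drawn, the real one included.

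The human hearts, the single cell RNAseq, the hearts of other mouse strains and the hearts of embryos treated with Leucettinib-21 were not analysed here. Hallmark sets whose members the paper does not list were not tested.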

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

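The sequence match of Gm7334 and the test of its sum with Btg3 were chosen only after the result was seen. In each genotype, the gap between the highest or lowest heart and its nearest neighbour was divided by the range of the group (Dixon's ratio). Of 129 groups of hearts tested, 13 lay past the 95% critical value of 0.71 for 5 hearts or 0.466 for 10 hearts, where chance gives about 6.5. The measures are genes and gene sets of the same hearts and are not independent. Heart A15 of the Dp1TybDyrk1a+/+/- group was behind 5 of the 13 and WT heart A10 behind 4.

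Heart A15 had a mean log2 value over the mitochondrially encoded genes of 15.676, and the other Dp1TybDyrk1a+/+/- hearts lay between 14.718 and 14.943. It also lay above the rest of its group for Hmgn5, at 10.080, and Kif20b, at 10.419, and below it for Mdfi, at 8.594, and Ptgis, at 8.560. These 4 genes are among those with the largest changes between Dp1Tyb and Dp1TybDyrk1a+/+/- hearts. WT heart A10 lay above the other WT hearts for Entpd1, at 9.239, Hmgn5, at 9.856, and Sh3kbp1, at 11.209, and below them for Vwf, at 9.919. Its mitochondrially encoded genes had a mean of 15.273, the highest of the WT hearts. On the first principal component, which held 34.5% of the variance, A15 lay at -14.31 and A10 at -9.91, and the other 18 hearts at -1.15 or above. The weights that limma gave to the hearts were 0.09 for A15 and 0.26 for A10, and 0.71 or more for the rest.

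Normalization was tested as an explanation for A15, and was not tested for A10. After quantile normalization the mitochondrially encoded genes of A15 still lay apart, with a Dixon's ratio of 0.788 against the critical value of 0.71. Gene length was tested by the correlation across genes between the deviation of A15 from its group and transcript length. Spearman's rho was 0.219 over 15168 genes, 99.1% of those tested, and it was 0.258 in Dp1Tyb heart A12, which did not lie apart on the first principal component. Genes are not independent replicates. The three-copy genes give no sign of an exchanged label, because A15 had the increase of its group and A10 did not. Both mutants carry the duplication, so these genes cannot show an exchange between them. Hearts from the same lanes as A15 and A10 did not lie apart. Library depth, RNA from other tissue and the state of the RNA were not tested. A15 may therefore differ for a technical reason that these tests do not reach. No biological explanation was tested for either heart, since the design gives none for a single heart of a group.

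Dp1Tyb heart A12 was low for the oxidative phosphorylation genes, at 10.714, where the other Dp1Tyb hearts lay between 10.759 and 10.777. This heart lies within the range of the WT hearts. Dp1Tyb heart A6 was low for Ache, at 7.920, and the others lay between 7.979 and 7.992. Dp1TybDyrk1a+/+/- heart A14 was high for Vill, at 7.964, and the others lay between 7.822 and 7.861. Dp1TybDyrk1a+/+/- heart A9 was low for Gm7334, at 8.855, and the others lay between 9.220 and 9.346. These are single departures, and no explanation of them was tested.

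The increase of Gm7334, a gene outside those the paper discusses, was the largest among the genes past the threshold outside the duplicated region in both comparisons with WT. Its log2 fold change was 1.0323 in Dp1Tyb hearts (limma adjusted P-value 0.000159, higher in 5 of 5 hearts) and 1.2757 in Dp1TybDyrk1a+/+/- hearts (limma adjusted P-value 9.59e-06, higher in 5 of 5 hearts). Gm7334 is a processed pseudogene on chromosome 17. Its transcript of 756 bases was 100% identical over 756 bases to a transcript of Btg3, a three-copy gene on chromosome 16. Btg3 itself had a log2 fold change of -0.0612 in Dp1Tyb hearts (limma adjusted P-value 0.85) and -0.4464 in Dp1TybDyrk1a+/+/- hearts (limma adjusted P-value 0.0582). The sum of both genes on the linear scale rose by 0.3348 on the log2 scale in Dp1Tyb and 0.2945 in Dp1TybDyrk1a+/+/- hearts (exact permutation test, two-sided, p = 0.000333 for each, the smallest that 3003 regroupings allow). A candidate explanation is that reads of the extra copy of Btg3 were counted on the pseudogene. Why such reads would fall on the pseudogene in the mutant hearts more than in WT hearts was not tested, and a strain difference between both copies in the sequence of Btg3 is another candidate that the table cannot test. The change of Gm7334 cannot be told apart from that of Btg3.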

How the results depend on the processing

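The alternatives were chosen before the data were examined, except for clustering on the genes called between the groups and Xist as a covariate, which were chosen after seeing the data. The alternative with all 10 WT hearts was not run apart, since the comparisons with WT already use them. No paired analysis was possible because the running numbers of the hearts, A1 to A20, are not shared between the groups. Where a result changed, the cause was not tested.

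The increase of the three-copy genes and of Dyrk1a in both mutants and the decrease of E2F targets in Dp1Tyb versus WT hearts kept their direction and their place past the threshold under every alternative run for them. So did the NES of E2F targets between the mutants, though not their score per heart. The three-copy genes were above WT by 0.1575 to 0.3096 in Dp1Tyb and by 0.1619 to 0.3273 in Dp1TybDyrk1a+/+/- hearts, and by 0.2487 to 0.2506 and 0.2542 to 0.2601 with each heart left out. The log2 fold change of Dyrk1a against WT was 0.3165 to 0.3354 in Dp1Tyb and 0.3759 to 0.4022 in Dp1TybDyrk1a+/+/- hearts, and 0.3070 to 0.3304 and 0.3730 to 0.4105 with each heart left out. The NES of E2F targets in Dp1Tyb hearts was -8.179 to -3.418 against WT and -7.303 to -3.384 against Dp1TybDyrk1a+/+/- hearts, and -8.038 to -6.613 and -8.794 to -5.552 with each heart left out.

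The numbers of genes past the threshold depended on the hearts and their weights. With weights per heart they were 1422 in Dp1Tyb versus WT (1347 outside the region), 341 in Dp1TybDyrk1a+/+/- versus WT (269 outside), 1247 between the mutants (1234 outside) and 525 in both comparisons of Dp1Tyb. With Xist as a covariate, they were 245 in Dp1Tyb versus WT (175 outside), 106 in Dp1TybDyrk1a+/+/- versus WT (36 outside), 12 between the mutants (11 outside) and 10 in both. With only the 2 groups compared in the fit, they were 779 (704 outside) in Dp1Tyb versus WT and 3 (2 outside) between the mutants. The 3 genes were Ky, Vill and Mrap. With lane as a covariate there were 26 outside the region in Dp1TybDyrk1a+/+/- versus WT, 29 between the mutants (28 outside) and 23 in both. No filter gave 76 (75 outside) between the mutants and 40 in both, and a mean normalized count of at least 100 gave 273 (272 outside). Centring each heart on its median changed the split between the mutants from 65 higher and 113 lower to 48 and 177, and in both comparisons from 36 and 63 to 25 and 81. With each heart left out in turn, the counts ran from 266 to 483 in Dp1Tyb versus WT (196 to 410 outside), from 88 to 158 in Dp1TybDyrk1a+/+/- versus WT (21 to 89 outside), from 30 to 302 between the mutants (29 to 300 outside) and from 19 to 137 in both.

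Among the scores per heart, quantile normalization changed the sign of E2F targets (-0.0016) and Myc targets V1 (-0.0094) in Dp1TybDyrk1a+/+/- versus WT and of oxidative phosphorylation in Dp1Tyb versus WT (0.0062) and between the mutants (0.0171). None of these 4 was past the threshold under either setting. It also took Myc targets V1 in Dp1Tyb versus WT below the threshold (-0.0150) and brought the inflammatory response in Dp1TybDyrk1a+/+/- versus WT (0.0140) and hypoxia between the mutants (0.0323) past it. Lane as a covariate changed the sign of E2F targets (-0.0032) and oxidative phosphorylation (0.0014) in Dp1TybDyrk1a+/+/- versus WT and took Myc targets V1 in Dp1Tyb versus WT (-0.0235) below the threshold. E2F targets between the mutants (-0.0615) were not past it with lane either, at p = 0.0278, the smallest that the 36 within-lane regroupings allow, so this test had little room to pass. Dp1Tyb and WT hearts stand in the same proportions over the lanes, so lane could not move the differences between them. Centring on the median gave 0.0069 for oxidative phosphorylation in Dp1TybDyrk1a+/+/- versus WT, a change of sign, and 0.0175 for the inflammatory response in Dp1Tyb versus WT, no longer past the threshold. The mean of z-scores was 0.0164 for oxidative phosphorylation in Dp1TybDyrk1a+/+/- versus WT, also a change of sign. The camera test left the values as they were and took Myc targets V1 (-0.0235) and the inflammatory response (0.0228) in Dp1Tyb versus WT below the threshold. At a mean normalized count of at least 100, the inflammatory response in Dp1TybDyrk1a+/+/- versus WT (0.0146) came past it.

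Scores with each heart left out ran as follows. In Dp1TybDyrk1a+/+/- versus WT they were -0.0030 to 0.0120 for E2F targets, -0.0198 to 0.0438 for oxidative phosphorylation and -0.0060 to 0.0238 for Myc targets V1. In Dp1Tyb versus WT they were -0.0085 to 0.0106 for oxidative phosphorylation and -0.0280 to -0.0142 for Myc targets V1, which fell below the threshold in 3 of 15 such fits. Between the mutants they were -0.0701 to -0.0552 for E2F targets, below the threshold in 4 of 10 such fits, -0.0444 to 0.0192 for oxidative phosphorylation, -0.0473 to -0.0175 for Myc targets V1 and 0.0185 to 0.0300 for hypoxia. Without heart A15, Myc targets V1 came past the threshold between the mutants (-0.0473, adjusted p = 0.0238) and in Dp1TybDyrk1a+/+/- versus WT (0.0238, adjusted p = 0.0325), while oxidative phosphorylation did not (-0.0444 and 0.0438, adjusted p = 0.112 for each).

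Quantile normalization changed the sign of several NES. For oxidative phosphorylation the NES turned to 1.777 in Dp1Tyb versus WT, -2.253 in Dp1TybDyrk1a+/+/- versus WT and 2.132 between the mutants, and in Dp1TybDyrk1a+/+/- versus WT it turned to -0.891 for E2F targets and -2.074 for Myc targets V1. Between the mutants it was -1.197 for Myc targets V1 and 1.593 for the inflammatory response, no longer past the threshold. With gseaParam 1, oxidative phosphorylation in the 3 comparisons (-0.852, 0.912 and -0.977), E2F targets in Dp1TybDyrk1a+/+/- versus WT (1.171), the inflammatory response between the mutants (1.241) and hypoxia in Dp1Tyb versus WT (1.103) were no longer past it, and the inflammatory response in Dp1TybDyrk1a+/+/- versus WT (1.573) was. Ranking by log2 fold change took oxidative phosphorylation in Dp1Tyb versus WT (-1.261) and between the mutants (-1.074), and E2F targets (1.588) and Myc targets V1 (1.599) in Dp1TybDyrk1a+/+/- versus WT below it, and changed the sign of oxidative phosphorylation there (-0.976). At a mean normalized count of at least 100, the NES in Dp1TybDyrk1a+/+/- versus WT was 1.279 for E2F targets, 1.454 for oxidative phosphorylation, 1.683 for Myc targets V1 and -1.798 for hypoxia, all below the threshold. With no filter, oxidative phosphorylation was at 1.315 there and at -1.393 between the mutants, and with lane as a covariate E2F targets were at 1.308 and hypoxia at -1.020 there, also below it. With each heart left out, the NES in Dp1TybDyrk1a+/+/- versus WT ran from -0.568 to 2.986 for E2F targets, -2.755 to 6.246 for oxidative phosphorylation, -1.345 to 5.043 for Myc targets V1 and -2.248 to -1.233 for hypoxia. That of oxidative phosphorylation ran from -2.995 to 1.646 in Dp1Tyb versus WT and from -6.048 to 1.890 between the mutants, and that of the inflammatory response from 1.499 to 2.302 between the mutants.

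On the genes called between the groups, 15 of 15 hearts clustered with their genotype. These genes were chosen for that difference, so the clustering on them shows no stability. Of 61 comparisons of single genes followed through the alternatives, 48 were past the threshold. Under the other alternatives 29 of these stayed past it throughout and 19 fell below it under at least 1, while 14 were lost with at least 1 heart left out. In Dp1TybDyrk1a+/+/- versus WT the sign changed for Ccna2 with quantile normalization (-0.0097) and lane (-0.0044), for Cdkn1b with quantile normalization (-0.0059), lane (-0.0012) and a heart left out (-0.0125 to 0.0167), and for Rad21 with quantile normalization (-0.0115). None of these was past the threshold under any of these settings. The counts of increased and of decreased genes, taken apart, moved by more than 1.5 times in 33 other cases.

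The depth of each library is unknown, and the deposited scale limits what weakly expressed genes can show. Log2 fold changes smaller than the paper's were not confined to such genes. That of Dyrk1a, with a mean log2 value of 11.547, was 0.3218 in Dp1Tyb versus WT hearts and also below the paper's. The median log2 fold change of three-copy genes in Dp1Tyb hearts was 0.0481 over the 25 genes with a mean normalized count under 100 and 0.334 over the 71 others.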

Differences from the paper's values

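The paper's number of genes changed outside the duplicated region in Dp1Tyb compared to WT hearts is 243, and 399 were called here. Of the alternatives set before the data were examined, no filter on low values gave 276 and 13 of the 15 fits that each left out a heart gave a count within 1.5 times the paper's. Only the groups compared (704), a mean normalized count of at least 100 (365), centring on the median (395), quantile normalization (381), eBayes without trend (431), robust eBayes (378), weights per heart (1347) and lane as a covariate (388) did not.

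For Dp1Tyb versus Dp1TybDyrk1a+/+/-, the paper's Table S9 lists 624 genes, 220 increased and 404 decreased, and 178 were called here, 65 increased and 113 decreased. The paper's genes were taken from the symbol lists of its sheet of common genes, since the sheet with this comparison was cut short in the copy read. None of the alternatives set before the data were examined closed the gap. The counts ran from 3 genes with only both mutant groups in the fit to 1247 with weights per heart, of which 548 were increased and 699 decreased. Between these lay 29 with lane as a covariate, 76 with no filter, 121 with quantile normalization, 162 with robust eBayes, 225 with centring on the median, 252 without trend and 273 at a mean normalized count of at least 100. The fits without 1 heart gave 30 to 302.

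Over the 79 tested three-copy genes that Table S3 lists, the median of the paper's log2 fold changes in Dp1Tyb versus WT hearts is 0.5534, and here it was 0.3186. Over the 76 listed in Table S7 for Dp1TybDyrk1a+/+/- versus WT, the paper's median is 0.5866, and here it was 0.3550. None of the alternatives set before the data were examined closed either gap. They gave 0.3111 to 0.3352 for Dp1Tyb and 0.3498 to 0.3687 for Dp1TybDyrk1a+/+/- hearts.

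For Dyrk1a in Dp1Tyb versus WT hearts, the paper's log2 fold change in Table S3 is 0.4663 (the paper's standard error 0.0464), and here it was 0.3218. In Dp1TybDyrk1a+/+/- versus WT hearts, the paper's value in Table S7 is 0.5830 (the paper's standard error 0.0468), and here it was 0.3949. No alternative set before the data were examined closed these gaps. They gave 0.307 to 0.3354 in Dp1Tyb and 0.373 to 0.4105 in Dp1TybDyrk1a+/+/- hearts.

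From the values the paper gives with Fig. 8C, the median log2 fold change over the oxidative phosphorylation genes in untreated Dp1TybDyrk1a+/+/- versus WT hearts is 0.0290, and here it was -0.0053. With each heart centred on its median it was 0.0019 and with weights per heart 0.0337, and in these and 1 of the 15 fits without a heart it lay within the error of the paper's. The other alternatives set before the data were examined did not close the gap. They gave -0.0010 with lane as a covariate, -0.0175 with quantile normalization, -0.021 to -0.0001 in the other 14 fits without a heart and -0.0053 in the rest. Over the inflammatory response genes, the paper's median in Dp1Tyb versus WT hearts is 0.0250, and here it was 0.0122. In 3 of the 15 fits without a heart it came within the error, with values up to 0.0165, and the other alternatives, from 0.0070 to 0.0149, did not. In Dp1TybDyrk1a+/+/- versus WT hearts the paper's median over these genes is 0.0188, and here it was 0.0021. Centring on the median gave 0.0093, within the error, and the other alternatives, from -0.0035 to 0.0044, did not.

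The paper's NES of the hypoxia genes in Dp1Tyb versus WT hearts is -1.02154, and here it was 2.067. None of the alternatives set before the data were examined closed the gap, with values from 1.103 with gseaParam 1 to 2.583 with quantile normalization.

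The paper states that expression of oxidative phosphorylation genes is lower in Dp1Tyb than in WT and in Dp1TybDyrk1a+/+/- hearts. Here the enrichment scores were -2.23 and -2.21, while the mean per heart differed by -0.0006 and -0.0002. All 10 WT hearts entered the first, so it does not test Dp1Tyb hearts against their own littermates. Without heart A15 the second was -0.0444 (exact permutation test, adjusted p = 0.112), with a NES of -6.05. The mitochondrially encoded genes differed by -0.161 from WT (exact test, unadjusted p = 0.0736) and by -0.359 between the mutants (p = 0.0159, and 0.194 with labels exchanged within lanes). Both differences rest in part on single hearts. In this score WT heart A10, at 15.273, and Dp1TybDyrk1a+/+/- heart A15, at 15.676, lay above the rest of their groups. The paper states that three-copy genes rise by the factor that an added copy gives, and here the mean over the tested three-copy genes rose 1.189-fold on the deposited scale. The paper's heatmap separates Dp1Tyb from WT hearts. Here clustering on the 500 most variable genes put 14 of 15 hearts in the same cluster and WT heart A10 alone in the other, a split that does not test the genotypes. Without A10, 10 of 14 hearts fell in the cluster that holds most hearts of their genotype (p = 0.266, Fisher's exact test). On the genes called between the groups, a setting chosen after seeing the values, all 15 hearts fell with their genotype.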

Other observations

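Lane as a covariate was planned, but reading it by the ratio of fold changes was chosen only after the result was seen, as were the test of the shared WT hearts and the count of splits outside the duplicated region. The real grouping of the hearts was set against 100 splits of the same hearts into groups of the same sizes, the real one included. The three-copy genes alone set the real grouping apart in the comparisons with WT, so that the total counts of 471 and 109 genes there (1 of 100 splits each, the real one) could hardly have come out otherwise and are no test. The genes outside the duplicated region give one. In Dp1Tyb versus WT, 1 of the 100 splits, the real one, gave as many as 399 of these. The same held for Dp1TybDyrk1a+/+/- versus WT with 40 (1 of 100) and for Dp1Tyb versus Dp1TybDyrk1a+/+/- with 176 (1 of 100, and 1 of 100 for the total of 178). For the 99 genes called in both comparisons of Dp1Tyb, the real split was also the only one to give as many (1 of 100). The other splits gave 0 such genes, so this does not test how much of the overlap the shared Dp1Tyb hearts build in.

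The enrichment of gene sets stood out less from such splits than its adjusted P-values. In Dp1Tyb versus WT, an enrichment score as far from 0 was reached by 1 of 100 splits for E2F targets, 13 for Myc targets V1, 12 for the inflammatory response, 31 for hypoxia and 82 for oxidative phosphorylation. For Dp1Tyb versus Dp1TybDyrk1a+/+/- hearts, the numbers were 4 for E2F targets, 33 for Myc targets V1, 9 for the inflammatory response, 10 for hypoxia and 90 for oxidative phosphorylation. In Dp1TybDyrk1a+/+/- versus WT hearts, they were 61 for E2F targets, 69 for Myc targets V1, 79 for the inflammatory response, 32 for hypoxia and 97 for oxidative phosphorylation. Among these sets, the E2F targets in both comparisons of Dp1Tyb hearts were past what fewer than 5 of 100 splits gave. The camera test estimated a mean correlation between genes of 0.382 for oxidative phosphorylation, 0.108 for Myc targets V1 and 0.0695 for E2F targets, and a NES from shuffled genes takes no account of it. The high share of splits for oxidative phosphorylation (82, 97 and 90 of 100) is consistent with the genes of this set moving together from heart to heart whatever the genotype.

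Lane was weighed as an explanation for the genes called outside the duplicated region. With lane as a covariate, the median ratio of their log2 fold changes to those without it was 1.000 in Dp1Tyb versus WT, 0.978 in Dp1TybDyrk1a+/+/- versus WT and 0.955 in Dp1Tyb versus Dp1TybDyrk1a+/+/-. Dp1Tyb and WT hearts stand in the same proportions over the lanes, so the first ratio is fixed by the design and is no test. In the other 2 comparisons the fold changes were hardly moved by lane. The numbers called with lane were 388, 26 and 28, of which 359, 21 and 27 were among the 399, 40 and 176 called without it.

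Embryo sex differed between the groups. The paper's Table S3 gives 4 female and 1 male Dp1Tyb hearts with 1 female and 4 male WT hearts, and its Table S7 gives 1 female and 4 male Dp1TybDyrk1a+/+/- hearts with 2 female and 3 male WT hearts. The labels do not give the sex of each library, so the log2 value of Xist entered the fit as a covariate. Over the genes called outside the region, the median ratio of the log2 fold changes with and without it was 0.975 in Dp1Tyb versus WT, 1.001 in Dp1TybDyrk1a+/+/- versus WT and 0.961 in Dp1Tyb versus Dp1TybDyrk1a+/+/-. The number of these genes past the threshold fell from 399 to 175 (167 shared), from 40 to 36 (33 shared) and from 176 to 11 (11 shared). Genes on chromosomes X and Y were 21, 3 and 9 of those called without the covariate. The median log2 fold change of the E2F targets was -0.0614, 0.0056 and -0.0594 with it and -0.0593, 0.0049 and -0.0585 without it. The log2 fold changes were thus hardly moved by the covariate, while the number past the threshold was. For the called genes as a set, the median ratios of 0.975, 1.001 and 0.961 argue against embryo sex as the explanation. They do not settle it for each gene. By the paper's tables Dp1Tyb hearts were mostly female and the hearts they were compared with mostly male, so single genes that lost their place past the threshold cannot be told apart from a difference between the sexes.

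Outside the duplicated region, 23 genes were past the threshold in the same direction in both mutants against WT, of which 19 were higher and 4 lower. The lower genes were Kit, Usp11, Rbm3 and Kalrn, and the higher ones included Vwf, Entpd1, Heph, Mal, Clec14a, Mmrn2 and Calcrl. Gm7334 was also among the higher genes, and its change cannot be told apart from that of the three-copy gene Btg3. The same WT hearts stand in both comparisons, which alone gives genes in common. To test this, genes were called in Dp1Tyb hearts against 5 WT hearts drawn at random, and their direction was read in Dp1TybDyrk1a+/+/- hearts against the other 5. Over 100 such divisions, with a median of 103 genes called, a median of 67.9% had the same direction (45.9% to 87.1%), where the shared hearts alone would give about as many with either sign. A hypothesis is that some changes outside the region follow from three-copy genes other than Dyrk1a. The litters of the hearts were not part of this test, and the pattern cannot be told apart from a difference between litters. Nor can it be told apart from a change in the shares of cell types, since whole hearts were sequenced. From its single cells, the paper reports a higher share of vascular endothelial cells in Dp1Tyb than in WT hearts.

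Between Dp1Tyb and Dp1TybDyrk1a+/+/- hearts, the three-copy genes Clic6 and Mrap were past the threshold, and both were singled out after their values were seen. Only 1 three-copy gene was called with no filter, at a mean normalized count of at least 100 and with median centring. The same held for quantile normalization and lane as a covariate. With only both mutant groups in the fit, Mrap alone was called. Robust eBayes and eBayes without trend gave 2, and weights per heart gave 13. Clic6 had a log2 fold change of 0.172 between the mutants (limma adjusted P-value 0.046), 0.164 in Dp1Tyb versus WT (limma adjusted P-value 0.0125) and -0.0081 in Dp1TybDyrk1a+/+/- versus WT (limma adjusted P-value 0.954). For Mrap these were 0.2475 (limma adjusted P-value 0.000523), 0.199 (limma adjusted P-value 3.24e-05) and -0.0489 (limma adjusted P-value 0.555).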
